# The embryonic transcriptome of *Parhyale hawaiensis* reveals different dynamics of microRNAs and mRNAs during the maternal-zygotic transition

**DOI:** 10.1038/s41598-021-03642-9

**Published:** 2022-01-07

**Authors:** Llilians Calvo, Maria Birgaoanu, Tom Pettini, Matthew Ronshaugen, Sam Griffiths-Jones

**Keywords:** Transcriptomics, Gene expression, Model invertebrates, Evolutionary developmental biology

## Abstract

*Parhyale hawaiensis* has emerged as the crustacean model of choice due to its tractability, ease of imaging, sequenced genome, and development of CRISPR/Cas9 genome editing tools. However, transcriptomic datasets spanning embryonic development are lacking, and there is almost no annotation of non-protein-coding RNAs, including microRNAs. We have sequenced microRNAs, together with mRNAs and long non-coding RNAs, in *Parhyale* using paired size-selected RNA-seq libraries at seven time-points covering important transitions in embryonic development. Focussing on microRNAs, we annotate 175 loci in *Parhyale*, 88 of which have no known homologs. We use these data to annotate the microRNAome of 37 crustacean genomes, and suggest a core crustacean microRNA set of around 61 sequence families. We examine the dynamic expression of microRNAs and mRNAs during the maternal-zygotic transition. Our data suggest that zygotic genome activation occurs in two waves in *Parhyale* with microRNAs transcribed almost exclusively in the second wave. Contrary to findings in other arthropods, we do not predict a general role for microRNAs in clearing maternal transcripts. These data significantly expand the available transcriptomics resources for *Parhyale*, and facilitate its use as a model organism for the study of small RNAs in processes ranging from embryonic development to regeneration.

## Introduction

*Parhyale hawaiensis* has emerged as a key crustacean model for studies ranging from regeneration to comparative developmental biology. Available genomics tools include a sequenced genome^1^, transcriptome annotation^2,3^, and successful application of CRISPR-Cas9 approaches^4^. Detailed description of embryonic developmental landmarks^5^ such as the segmentation cascade^6^, Hox gene expression^7^ and cell lineage tracing studies have also been established^8,9^. However, there remain a number of missing tools in this expanding repertoire. A key omission is publicly available transcriptome data across the developmental time-course. Studies using pooled embryos from diverse stages have provided some insight into the *Parhyale* gene and transcript annotation, but there is no genome-wide temporal resolution or information about dynamic expression of transcripts. Existing annotations are limited in sequencing depth and replication, and annotation of small RNAs (including microRNAs) is limited to highly conserved sequences^2,3^.

MicroRNAs are short non-coding RNAs of ∼22 nucleotides (nt) in length that regulate gene expression at a post-transcriptional level in metazoans and plants. In animals, microRNAs target the 3'UTRs of mRNAs by partial base-pairing complementarity with target mRNAs^10^ inducing either translation inhibition or deadenylation and decay of these target mRNAs^11^. Since their discovery, microRNAs have been found to regulate many biological processes, and their importance in development has been demonstrated repeatedly. For example, at the maternal-zygotic transition (MZT), zygotic microRNAs have been found to be involved in clearance of maternally-deposited mRNAs in several invertebrate species including *Drosophila melanogaster*^12^, *Tribolium castaneum*^13^ and *Blattella germanica*^14^. Similar results have been found in vertebrates such as *Danio rerio*^15^ and *Xenopus laevis*^16^, although the microRNAs involved do not appear to be conserved between vertebrates and invertebrates. Interestingly, this early developmental function for microRNAs has not been found in *Caenorhabditis elegans*^17^ nor in mice, where it is suggested that microRNAs do not play an essential role in the clearance of maternal mRNAs^18^. Indeed, a recent study has shown that *C. elegans* embryonic development progresses up to gastrulation in the absence of the microRNA processing machinery, and that only two microRNAs, miR-51 and miR-35^19^, are essential for complete development. These studies suggest two principles: first, that microRNAs are key regulators of embryonic development, whether facilitating clearance of maternal transcripts or acting later during diverse developmental processes; and second, that variation in microRNA function between species can be significant, and their developmental roles must therefore be examined on a species-by-species basis.

In this study, we have annotated and quantified the expression of mRNAs, long non-coding RNAs and microRNAs across 7 stages of embryonic development in *P. hawaiensis*^5^. Focusing on microRNA expression during *Parhyale* embryogenesis, we have increased the number of annotated microRNAs in this organism from 51 highly conserved sequences^1,3^ to a total of 175 microRNA precursors, 88 of which have not been previously described in any organism. We have used the microRNA repertoire of *Parhyale* to provide a comprehensive similarity-based annotation of crustacean microRNAs in 37 species. We find that the core crustacean microRNA complement numbers around 61 families. Finally, the expression dynamics of microRNAs and target mRNAs through development suggests that zygotic genome activation (ZGA) occurs in two waves, with microRNA expression largely restricted to the second wave.

## Results

### *Parhyale hawaiensis* size-separated RNA sequencing and small RNA annotation

To develop a comprehensive developmental transcriptome of *Parhyale*, we selected embryos from seven different key time-points spanning the whole of embryogenesis. The time-points were chosen to capture key transcriptional changes during important developmental transitions (Fig. 1A). The first time-point covers the 1 to 8 cell stages (S1–4) – at this time the zygote is still transcriptionally inactive^20^, and therefore has exclusively maternally-loaded RNAs. The second time-point comprises stage 5 and stage 6 (S5–6)^5^, which includes the 32-cell stage, described in the literature as the maternal-to-zygotic transition^20^. During the third time-point, stages 7 to 11 (S7–11), several events take place: embryonic cells migrate and segregate from the yolk cells, the germ disc condenses and the germband rows appear^5^. The next two time-points were built using precisely-staged embryos at stage 14 (S14) and stage 17 (S17) during the period of germ band extension. The final two libraries span stages 21 to 23 (S21–23) and 24 to 30 (S24–30), which represent wide windows of time encompassing multiple developmental events such as limb bud formation and morphogenetic movement (Fig. 1A). 

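Embryos of the amphipod *Parhyale hawaiensis* were sampled from fertilization to the last embryonic stages, and the data are 28 small RNA libraries, 4 for each of 7 time-points, and 14 mRNA libraries, 2 for each time-point. Fig. 1A places S1–4 at 0 to 9 h after fertilization, S5–6 at 9.5 to 12 h, S7–11 at 18 to 60 h, S14 at 77 h and S17 at 87 h. The sample labels call the second time-point stage 6 and the third stages 8 to 11, where the paper has S5–6 and S7–11, and the names of the paper are used here. Both S1–4 mRNA libraries carry a molecule label for another kind of RNA than the other mRNA libraries do. Their values are counts on the same transcripts, and they were used as mRNA libraries. The small RNA libraries held 112244 to 1846449 counts on mature microRNAs (median 474499), and the mRNA libraries 41354642 to 64892281 counts on transcripts (median 53153516). In all 42 pairs of small RNA replicates and all 7 pairs of mRNA replicates, the counts differed by more than the sampling noise, so each library was counted as its own sample. Neither the paper nor the labels say whether the replicates of a time-point came from separate cultures or broods, so the p-values given here measure only the spread between these samples, which may be technical.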

To facilitate comparison of microRNA and mRNA expression profiles during embryogenesis, we built paired “small” (< 150nt) and “large” (> 150nt) libraries from the same samples for each time-point (Fig. 1B).

**Figure 1:**
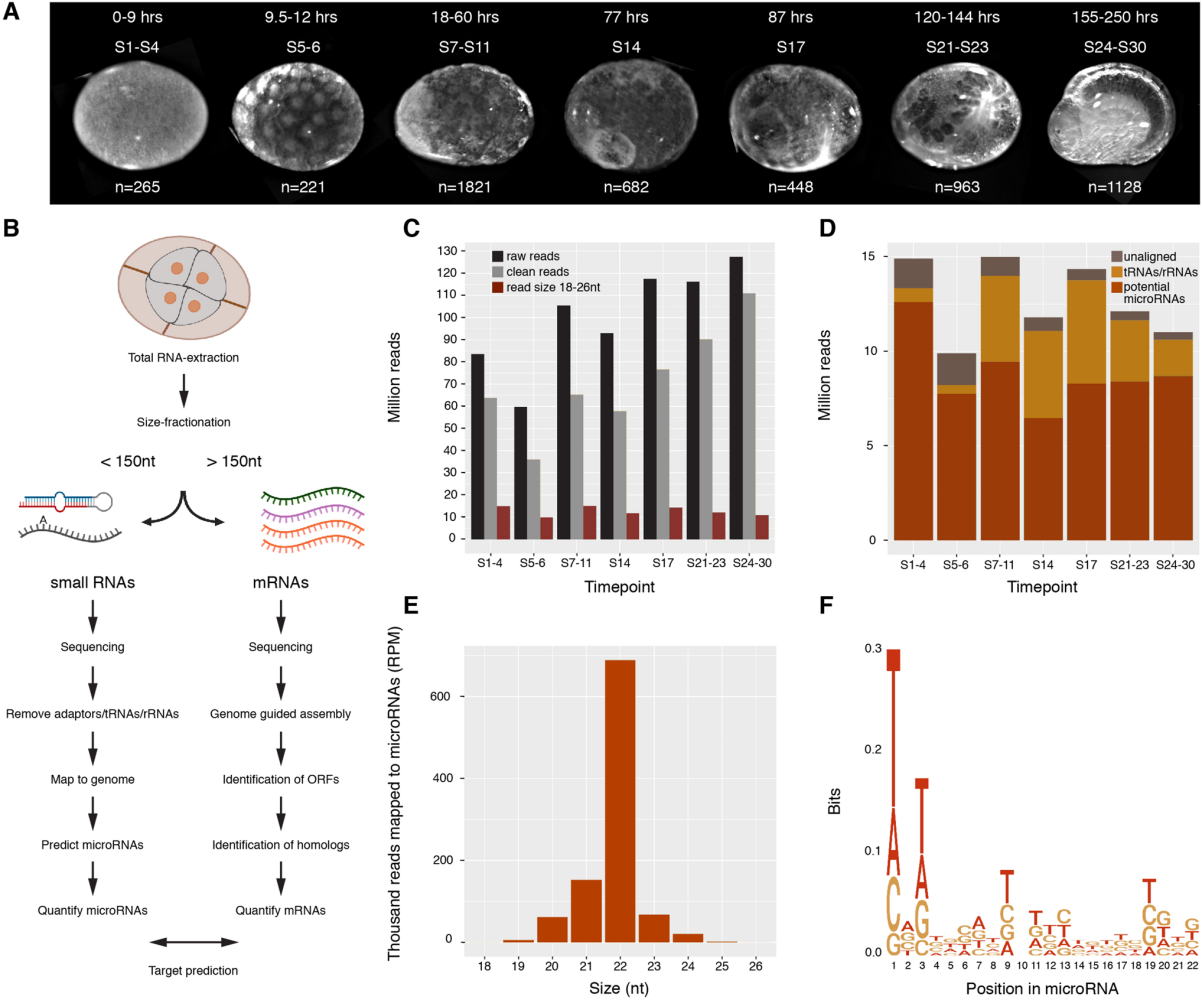
Library preparation and microRNA annotation in *Parhyale* development. (**A**) Brightfield images of embryo stages selected for building libraries. All pictures are lateral views. Developmental stages, the corresponding number of hours post-fertilization, and the number of embryos used for each time-point are indicated. (**B**) Diagram of workflow for size-separated library preparation and analysis. (**C**) Absolute abundance of sequence reads per time-point, total sequences reads (black), clean reads remaining after adaptor removal (grey), reads remaining after size selection (brown). (**D**) Distribution of size selected reads following mapping to the genome and to tRNAs/rRNAs database. (**E**) Size distribution of reads mapping to predicted microRNAs. (**F**) Sequence logo of the first 22 nt of non-redundant reads mapping to microRNAs.

The small RNA reads obtained from the sequencing were cleaned (adaptors removed) and selected to retain 18–26 nt reads (Fig. 1C). Reads that mapped to the genome but failed to map to *Parhyale* tRNAs or crustacean rRNAs were considered potential microRNAs and used for miRDeep2 microRNA prediction (Fig. 1D). Manual inspection of miRDeep2 predictions yielded a total of 175 high confidence microRNA precursor loci, and 349 distinct mature sequences. 

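The quantification listed 349 mature sequences from 175 precursors, and both arms were listed for 174 of them. The name of each sequence gives the contig of the Phaw 5.0 assembly and the number of its locus, without start and end positions. Some mature sequences came from several loci with near-equal counts: 66 mature microRNAs fell into 26 such groups, in which reads could have been shared between copies. The 4 loci of miR-184-3p on contig LQNS02000211.1 formed 1 of these groups, with 15310 ± 1920 normalized counts at locus 1952 and 15300 ± 1880 at locus 1954 (SD, n = 4) in S1–4 embryos. The loci 31740 and 31742 of miR-9-5p, a microRNA of the nervous system in other animals, formed another group on contig LQNS02278070.1. Fractional counts, which arise when reads are divided between sequences, were present for 147 mature microRNAs in at least 1 library, and values of single copies are uncertain for this reason.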

27 of the hairpin precursor sequences map perfectly to more than one location in the genome. While even the best assembled genomes contain evidence of duplicated microRNA sequences, these may represent heterozygosity or errors in the genome assembly. 87 of the precursor loci were conserved among other metazoans, and 88 were previously unreported. 

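Of the 175 precursors, 87 carried the name of a known family in the quantification, such as miR-92, miR-184, let-7c or miR-10, and 88 were named only by contig and locus. The known families accounted for 173 mature microRNAs and the newly annotated precursors for 176. The 88 newly annotated precursors lay on 50 contigs, with 13 of them on contig LQNS02278075.1 and 6 on contig LQNS02278139.1, so they were not spread evenly over the assembly. Some known families carried the name of their match in the water flea *Daphnia pulex*, such as Dpu-Mir-8 and Dpu-Mir-10-P2.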

As expected, the majority of the reads mapping to the predicted microRNAs were 22 nt long (Fig. 1E) and 5' uracil biased (Fig. 1F).

### Annotation of predicted *Parhyale* microRNAs in crustacean genomes

MicroRNAs in crustaceans are poorly annotated. Only *Daphnia pulex*, *Marsupenaeus japonicus* and *Triops cancriformis* have any published microRNA sequences, and the level of coverage and completeness is variable. In order to address this underlying sampling problem, we used the 175 microRNA precursors identified from our sequencing data in *Parhyale* to predict microRNA homologs in the genomes of 37 crustacean species available in the NCBI Assembly database (Supplementary Table 1). In *Parhyale*, the 175 identified precursors belong to 105 different microRNA families; 51 families have been previously annotated, and are therefore conserved in other metazoans, whereas 54 families were novel. 124 out of 175 precursors, belonging to 79 different families, were present in the genome of at least one other crustacean species surveyed (see Fig. 2), with 18 families not conserved outside of the Malacostraca. We therefore suggest that the core crustacean microRNA set is comprised of around 61 families. A total of 49 out of 175 precursors, belonging to 26 of the novel families, had no significant match in any other crustacean genome, and are therefore lineage-specific ‘*Parhyale* unique’ microRNAs (28% of all precursor sequences). The 37 crustacean species tested include four species in the same order as *Parhyale* (Amphipoda). Divergence times among these five amphipod species is not well determined, but all belong to the Talitroid clade, sharing a common ancestor ~ 60 million years ago, therefore indicating that these 49 ‘*Parhyale* unique’ precursors have evolved more recently than ~ 60 million years ago^21^.

**Figure 2:**
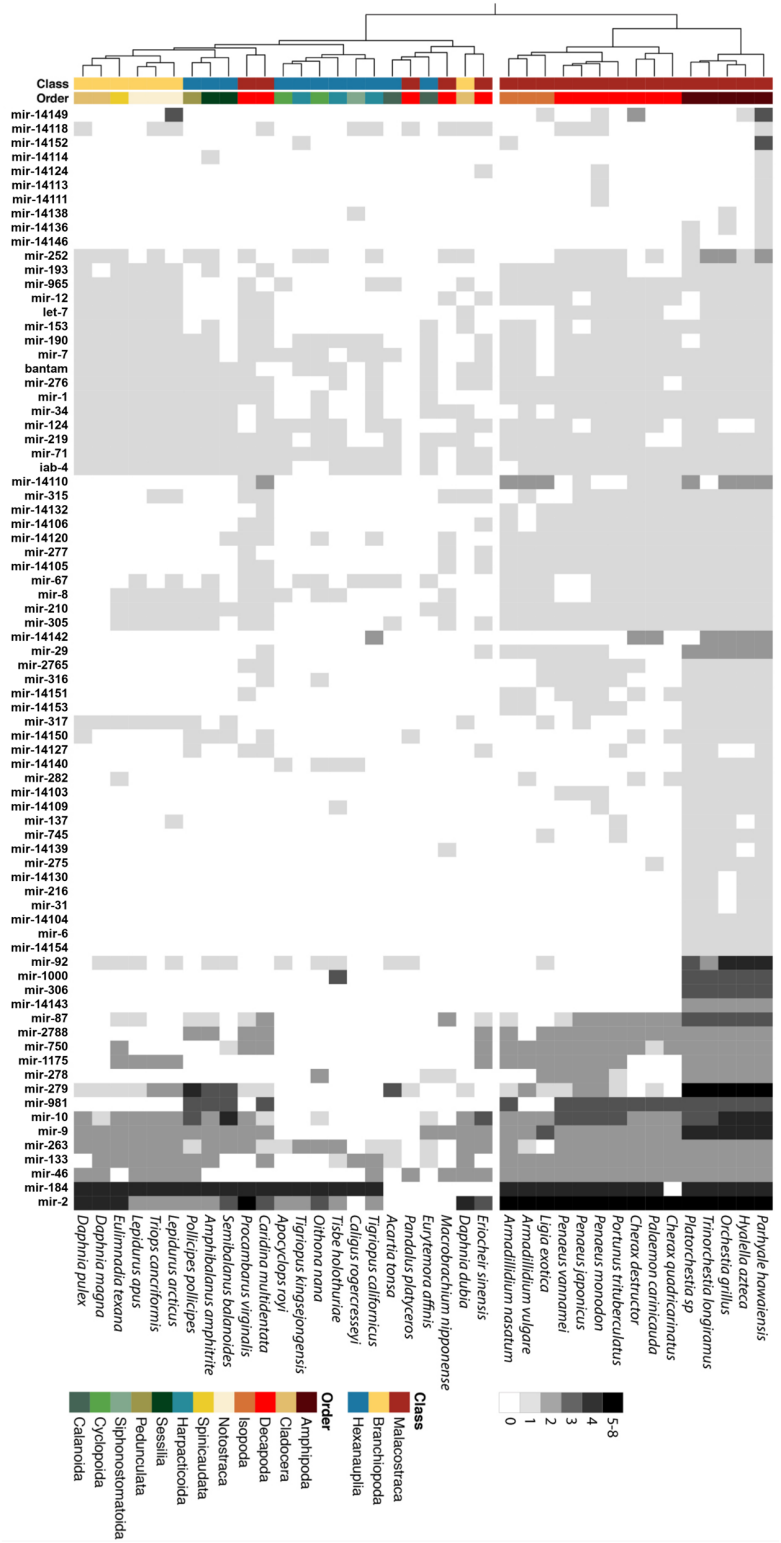
Homologs of *Parhyale* microRNAs in crustacean genomes from NCBI. Heatmap representing *Parhyale* microRNA families in the genomes of 37 crustaceans; greyscale indicates the number of members per microRNA family found in each species. Clustering analysis based on microRNA presence/absence was used to generate a species tree (left). The class and order of each species is indicated by the colour-coded ribbon.

We clustered the set of crustacean species based on the presence and absence of microRNA families in their genomes. Using only these characters, with no consideration of sequence similarity, it is interesting to note that the resulting tree clearly reproduces aspects of the established phylogeny of the crustacea (Fig. 2). For example, *Parhyale* has more microRNAs in common with other members of the class Malacostraca than it does with species belonging to the more distant Branchiopoda and Hexanauplia classes. Similarly, we observe strong correspondence in microRNA presence among species within the same order as *Parhyale*, the Amphipoda.

### *Parhyale* microRNA arm switching in development and evolution

Each microRNA hairpin precursor is processed to produce two possible mature products, often of unequal abundance. Historically, the less abundant product was termed the miR* sequence, and was presumed to be degraded. Recently, this view has been abandoned with the discovery that for some animal microRNAs, arm dominance can differ between tissues, developmental times or species. Additionally, studies have shown that each arm can have many different targets, and that both arms can be functional. Arm switching therefore has the potential to diversify microRNA function^22,23^.

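Arm usage was measured in all 28 small RNA libraries as the log2 ratio of 5p to 3p mean normalized counts, after 0.5 was added to both means. It was computed for each precursor and time-point at which both arms together reached a mean of 10 normalized counts. Of the 174 precursors with both arms listed, 156 could be measured at 1 or more time-points. The 3p arm was far more abundant in the miR-92 precursor of locus 34108, with log2 ratios from -15.52 to -9.51, and in miR-1, a muscle microRNA of other animals, with ratios from -9.58 to -5.01. The 5p arm was more abundant in let-7c, whose relatives control developmental timing in other animals, with log2 ratios from 5.46 to 8.95, and in miR-10, with ratios from 4.56 to 6.88. These 4 precursors were chosen after their values were seen. Whether a ratio changed over development was tested with limma's F-test on the log2 ratio of each library, also after 0.5 was added to both counts.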

We have examined developmental and evolutionary arm switching of all the predicted *Parhyale* microRNAs (Fig. 3A). Almost all microRNAs showed the same dominant arm throughout the course of development. However, a small proportion of microRNAs exhibit developmental arm switching (Fig. 3A). 

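Of the 156 precursors measured, 138 (88.5%) had the same more abundant arm at every time-point at which they could be measured. The 3p arm was the more abundant one in 86 of these and the 5p arm in 52. The remaining 18 precursors (11.5%) had a ratio above 0 at one time-point and below 0 at another. Among them were the 3 loci of miR-306, with log2 ratios from -0.37 to 4.98, and Dpu-Mir-67, with ratios from -0.20 to 4.54. In these the ratio below 0 was small, so the change of the more abundant arm rested on near-equal counts. These 4 precursors were chosen after their values were seen.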

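A switch was counted where the log2 ratio was at least 1 at one time-point and -1 or less at another, with an adjusted p of at most 0.05 from limma's F-test over the 7 time-points. This held for 7 precursors (4.49%), of which 5 were newly annotated and the others were miR-190 and miR-124. miR-190 had a log2 ratio of -2.24 at S7–11 and of 6.08 at S24–30, with an adjusted p of 1.73e-09 from limma. miR-124, which is specific to neurons in other animals, had a ratio of 3.08 at S17, of 0.68 at S21–23 and of -1.40 at S24–30, with an adjusted p of 0.000834 from limma. Its ratio at S17 came from few reads, with 10.69 ± 5.24 normalized counts of the 5p and 0.825 ± 0.559 of the 3p arm (SD, n = 4) before 0.5 was added to both means. The widest range belonged to a newly annotated precursor on contig LQNS02278186.1. Its 3p arm made up nearly all counts at S1–4, with a log2 ratio of -10.88, and its 5p arm was the more abundant one at S21–23, with a ratio of 2.36. The 3p arm had 2.91 ± 1.01 normalized counts (SD, n = 4) at S21–23, so this last ratio also came from few reads. At a mean of at least 50 counts of both arms in place of 10, 2 switches were supported.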

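Of the 7 supported switches, 2 were completed within 1 step of the time-course, 1 of them between S1–4 and S5–6 and the other between S17 and S21–23. The first was that of a newly annotated precursor on contig LQNS02278075.1, from -1.60 ± 2.94 to 1.13 ± 4.48 (SD, n = 4), where the SDs were larger than the difference. Its 5p arm was in a group of 4 loci with near-equal counts and may share reads with them, so this switch is uncertain. In this paragraph the ratios are those of time-point means, and the SDs are over the ratios of single libraries. The step from S17 to S21–23 was that of the newly annotated precursor on contig LQNS02278186.1, whose log2 ratio went from -4.93 ± 0.74 to 2.36 ± 0.63 (SD, n = 4). The other steps of the time-course held none. In miR-190 the ratio went from -0.01 ± 0.91 to 5.42 ± 0.88 (SD, n = 4) in the same step, which began at near-equal arms. The quantification gives newly annotated precursors by contig and locus and does not pair these with family names, so named newly annotated families could not be followed here.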

For some microRNAs, a pronounced switch in dominance was observed across the short timescale of adjacent time-points, for example mir-14127 and mir-14149a-1. 

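Near-equal use of both arms, taken as a log2 ratio between -1 and 1, was found for 64 of the 859 ratios measured (7.45%). It was most frequent at S1–4, with 14 of 128 precursors (10.9%), and least frequent at S7–11, with 6 of 115 (5.22%). At S24–30 it was found for 11 of 134 precursors (8.21%). In all, 35 precursors were within this range at 1 or more time-points, and 0 at all 7. Dpu-Mir-8 was among them at S1–4, with a ratio of 0.75 ± 0.16 (SD, n = 4), as was miR-71, with 0.62 ± 0.33 (SD, n = 4).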

For many microRNAs, approximately equal proportions of 5p and 3p arms were detected at specific time-points (Fig. 3A, white tiles), suggesting that both potential sequences may function to target different mRNAs at the same stages^22^.

**Figure 3:**
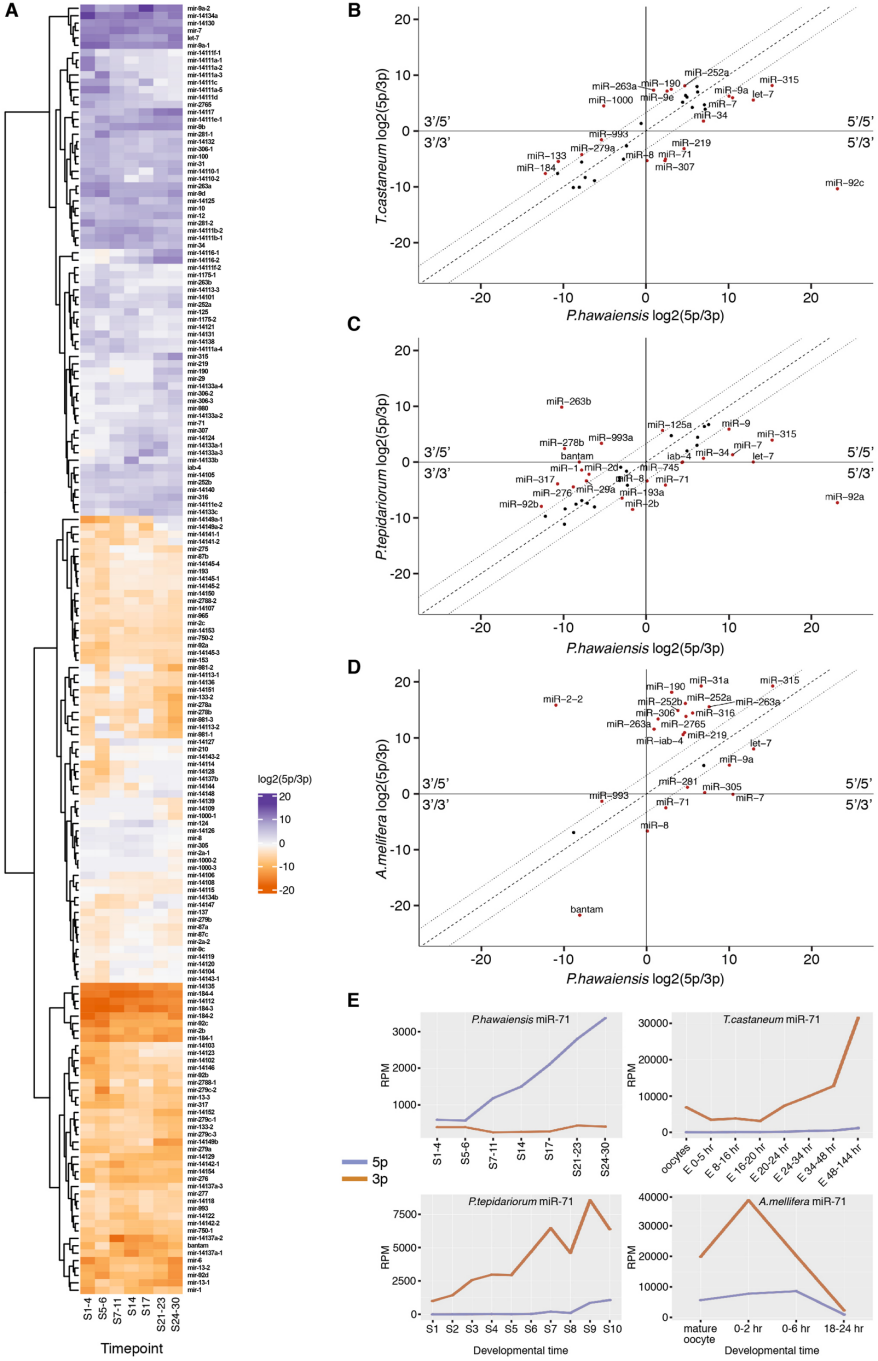
MicroRNA arm switching through development and evolution. (**A**) Heatmap showing relative arm usage changes across seven time-points of *Parhyale* embryonic development. Purple indicates 5' dominance, orange 3' dominance. Comparison of the relative arm usage of microRNA homologs between *Parhyale* and *Tribolium* **(B)**, spider **(C)** and honeybee **(D)**. All three show microRNAs that have undergone arm switching (5'/3' or 3'/5' quadrants). Dotted lines show the tenfold difference boundary, name labels are shown for each microRNA exceeding this tenfold change in arm usage. (**E**) miR-71-5p and -3p arm expression data through development for the four species analysed.

By comparing arm dominance between datasets for different species, we also identified some cases of arm switching through evolution (Fig. 3B–D). For example, miR-71 is consistently 3'-biased in the flour beetle, spider and honeybee (Fig. 3B–D respectively), but 5'-biased in *Parhyale* (Fig. 3E), suggesting that miR-71 switched arms in evolution during arthropod diversification. miR-8 is also switched in *Parhyale* when compared to the other three species, although less dramatically, changing from a 3' bias in all three species, to approximately equal arm usage in *Parhyale* (Fig. 3B–D).

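The 5p arm of miR-71 was the more abundant one in 28 of 28 libraries. Its mean log2 ratio over all libraries was 2.10 ± 1.03 (SD, n = 28), from 0.12 in the lowest library to 3.13 in the highest. The bias was small at S5–6, where miR-71-5p had 562 ± 89.6 and miR-71-3p 382 ± 55.1 normalized counts (SD, n = 4), and wide at S17, with 2078 ± 112 and 264.2 ± 31.0 (SD, n = 4). The ratio changed over the time-points (adjusted p = 3.30e-08 from limma's F-test). miR-71-5p rose from S1–4 to S24–30, with a log2 fold change of 2.62 (standard error 0.16, adjusted p = 1.56e-13 from edgeR's quasi-likelihood test), and miR-71-3p had a log2 fold change of 0.17 (standard error 0.15, adjusted p = 0.271 from edgeR). Dpu-Mir-8 had a mean log2 ratio of 0.46 ± 0.87 (SD, n = 28), and its 5p arm was the more abundant one in 19 of 28 libraries. Its ratio also changed over the time-points (adjusted p = 1.44e-05 from limma's F-test). It was highest at S14, with 1.55 ± 0.36, and below 0 in all 4 libraries of S21–23, with -0.47 ± 0.17, and of S24–30, with -0.90 ± 0.09 (SD, n = 4). From the different biases of miR-71 in *Parhyale* and the other species, the paper proposes that its arms switched during arthropod diversification. The counts of the other species were not analysed here.

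**Figure D1:**
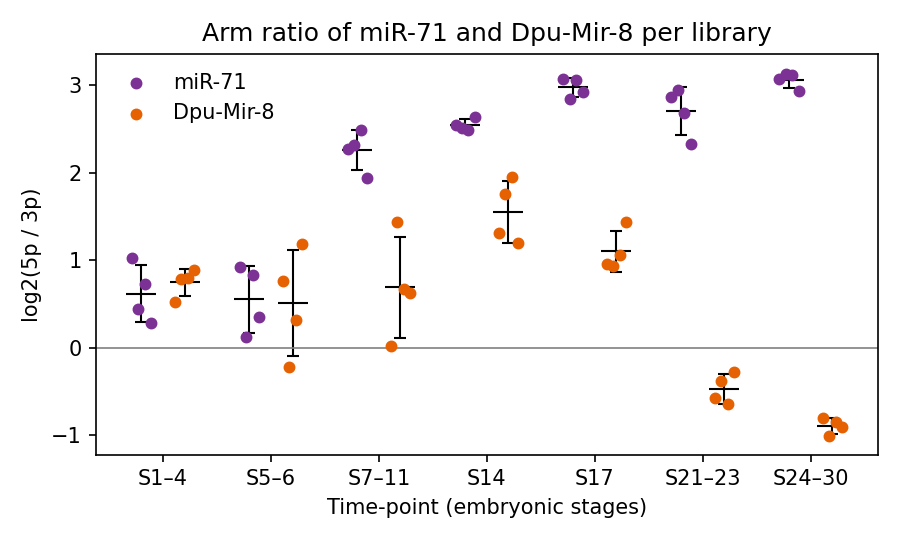
Arm ratio of miR-71 (purple) and Dpu-Mir-8 (orange) in each small RNA library, as log2(5p / 3p) on the y axis, for the 7 time-points on the x axis. Before the ratio was taken, 0.5 was added to both counts. Each point is 1 of 4 libraries, the long bar is their mean and the whiskers are 1 SD. All points of miR-71 lie above 0, the line of equal arms, and those of Dpu-Mir-8 lie below it at S21–23 and S24–30.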

### MicroRNA expression dynamics in embryogenesis

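The miR-92 family dominated the small RNA libraries of early embryos and receded later. Its 6 mature sequences took 84.0% ± 1.99 of all microRNA counts at S1–4, 84.4% ± 1.78 at S5–6, 59.6% ± 2.44 at S7–11, 48.9% ± 2.31 at S14, 37.8% ± 2.41 at S17, 16.1% ± 4.11 at S21–23 and 3.98% ± 2.31 at S24–30 (SD, n = 4). miR-10-5p, encoded in the Hox cluster of other arthropods, was the most abundant microRNA at S21–23, with 13.6% ± 1.06, and at S24–30, with 14.4% ± 1.00 (SD, n = 4). 1 library of each late time-point lay apart in the share of miR-92: it was 10.2% in S21–23 replicate 1, against 17.0% to 19.8% in the other libraries, and 7.42% in S24–30 replicate 1, against 2.66% to 3.14%. Of the deposited processing, reads without adaptors that did not map to tRNAs or rRNAs were mapped by the authors to the mature sequences with Bowtie, reporting every match with up to 1 mismatch, and salmon estimated a count for each sequence. These expected counts were rounded to whole numbers before any test. The total counts were 443926 to 1846449 per library at S1–4 (median 944391), 563347 to 991792 at S5–6 (median 663906), 386739 to 654910 at S7–11 (median 493996), 112244 to 276711 at S14 (median 177641), 191615 to 311466 at S17 (median 230705.5), 206914 to 511483 at S21–23 (median 367026.5) and 473805 to 865810 at S24–30 (median 630745). Levels are given as counts normalized with DESeq2's size factors, as in the paper, and changes were tested with edgeR's quasi-likelihood test after TMM scaling, in 1 model of 7 groups. A microRNA was called changed at a log2 fold change of at least 1.5 in size and an adjusted p of at most 0.001. Scaling by total counts alone moved the log2 fold changes of the tested microRNAs: from S5–6 to S7–11 their median was -0.25 with TMM and 1.24 with total counts, and from S1–4 to S24–30 it was 1.09 and 3.22. The log2 fold changes reported are those with TMM.

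**Figure D2:**
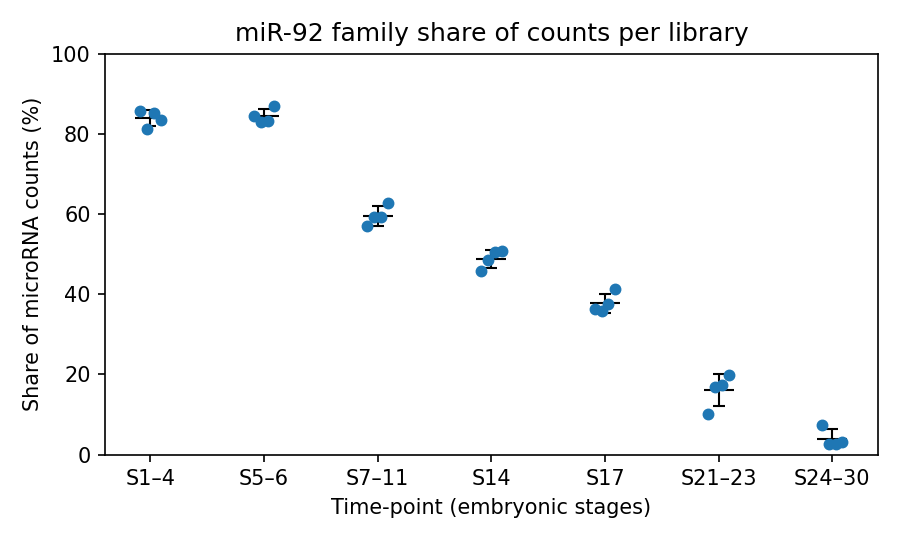
Share of the miR-92 family in the microRNA counts of each small RNA library, in percent on the y axis, for the 7 time-points on the x axis. Each point is 1 of 4 libraries, the long bar is their mean and the whiskers are 1 SD. The share lies above 80% in all libraries of S1–4 and S5–6 and below 10% in all libraries of S24–30.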

We have used normalised read counts to quantify the expression of all 349 predicted *Parhyale* mature microRNAs throughout embryogenesis. 

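Principal components were computed on variance-stabilized counts of the mature microRNAs in all 28 small RNA libraries. The first component held 46.3% of the variance and the second 20.6%. The first ranged from -26.30 in an S1–4 library to 33.76 in an S24–30 library. The 8 libraries of S1–4 and S5–6 lay together, with first components between -26.30 and -14.89 and second components between 10.80 and 14.38. Among them, S1–4 replicates 1 and 2 and S5–6 replicates 2 and 3 had first components of -18.32 to -14.89. The other libraries of both time-points had -26.30 to -21.88, so these samples were divided by more than the time-point. Over all microRNAs, the mean distance between an S1–4 and an S5–6 library was 1.06 times the mean distance between replicates of these time-points, against 1.49 times for S5–6 and S7–11 and 2.93 times for S1–4 and S24–30. S21–23 replicate 1 had a second component of 7.38, against -7.14 to -5.22 in the other 3 libraries of that time-point.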

Principle component analysis (PCA—Fig. 4A) using the mature read counts confirmed high similarity among replicates within each time-point, and also showed high similarity between the first two time-points (S1–4 and S5–6). These findings were confirmed with Spearman correlation tests for all pairwise combinations of expression profiles among the seven time-points (Fig. 4B). 

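Spearman correlations were computed across all 349 mature microRNAs between the mean normalized counts of 2 time-points, and the range over pairs of single libraries gives their spread. microRNAs are not independent replicates, so no p is given. S1–4 and S5–6 correlated with rho = 0.93, with 0.83 to 0.91 over their 16 pairs of libraries. Replicates of the same time-point correlated with 0.87 to 0.91 at S1–4 and with 0.82 to 0.90 at S5–6, over 6 pairs each, so the libraries of S1–4 differed from those of S5–6 about as much as from each other. Among the abundant microRNAs, miR-92-3p of locus 34108 had 601900 ± 98200 normalized counts at S1–4 and 849000 ± 226000 at S5–6, and miR-263a-5p 8177 ± 1760 and 13240 ± 2970 (SD, n = 4). With the 234 expressed microRNAs alone, rho was 0.93 as well.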

Previous estimates of ZGA place the timing between S4 and S6, and therefore large-scale expression differences might be expected between our first two time-points. 

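Of the 172 microRNAs with at least 10 mean normalized counts at S1–4, 157 also had them at S5–6, 15 did not, and 8 had them at S5–6 alone of the 2 time-points. The 2 most abundant microRNAs were the same at both, miR-92-3p of locus 34108, with 52.0% ± 3.12 of the counts at S1–4 and 60.0% ± 1.85 at S5–6, and another locus of miR-92-3p, with 31.6% ± 1.28 and 23.9% ± 1.80 (SD, n = 4). They were followed at both by copies of miR-184-3p, a microRNA that acts in the female germline of *Drosophila*. The miR-184 family of 8 mature sequences held 5.33% ± 0.61 of the counts at S1–4 and 5.86% ± 1.51 at S5–6 (SD, n = 4). No list of known microRNAs that was set before the data were examined passed limma's camera test from S1–4 to S5–6. The lowest adjusted p was that of the neural microRNAs (0.0628 from camera), of which 0 of 14 changed at the thresholds and 1 fell when adjusted over the list alone. miR-9-5p of locus 36129, a member of that list, had 9909 ± 951 normalized counts at S1–4 and 4362 ± 1170 at S5–6 (SD, n = 4), and a log2 fold change of -1.13 (standard error 0.13, adjusted p = 1.78e-06 from edgeR), which is below the size set for a call. The median and the mean log2 fold change differed in sign in the muscle microRNAs, of which 1 of 3 fell, with a median just above 0 and a mean of -1.02, which camera put lower at S5–6, in the miR-279 family, with 0.37 and -0.58, which it put higher, and in the miR-34 cluster, with -0.10 and 0.025, which it put lower.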

Our observation of similar profiles between S1–4 and S5–6 suggests that zygotic transcription of microRNAs has not yet begun at S5–6. In contrast, the S7–11 time-point is clearly separated from the earlier stages in the PCA analysis, and the correlation coefficient between S5–6 and S7–11 is the lowest of any pair of adjacent time-points (Fig. 4B). 

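S5–6 and S7–11 correlated with rho = 0.90 across all mature microRNAs, and their 16 pairs of libraries with 0.79 to 0.84. The other adjacent values were 0.94 for S7–11 and S14, 0.95 for S14 and S17, 0.92 for S17 and S21–23 and 0.93 for S21–23 and S24–30. With expressed microRNAs alone, S5–6 and S7–11 gave 0.86 and the next lowest pair, S21–23 and S24–30, gave 0.88. The second component separated the 4 libraries of S7–11, between -10.69 and -8.89, from the 8 earlier libraries. Among abundant microRNAs, Dpu-Mir-96-P3-3p had 1553 ± 474 normalized counts at S5–6 and 10370 ± 2780 at S7–11, and Dpu-Mir-10-P2-5p, of the group of miR-100, had 10830 ± 3830 and 1773 ± 409 (SD, n = 4). The 163 microRNAs expressed at S7–11 included 20 that were not expressed at S5–6, and 22 of those expressed at S5–6 were not expressed at S7–11.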

We therefore suggest that the onset of zygotic microRNA expression occurs between S6 and S7. 

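From S5–6 to S7–11, members of several known groups moved in different directions. In the miR-92 family 3 members fell and 2 rose among 5 tested, at the thresholds and when adjusted over the list alone. miR-92-3p of locus 34108 fell, with a log2 fold change of -2.36 (standard error 0.29, adjusted p = 4.64e-07 from edgeR), as did those of a second locus, with -1.69, and of locus 34110, with -1.97. Among the Hox cluster microRNAs 2 of 5 fell, also when adjusted over the list alone, and these were miR-10-5p, with -1.60 (standard error 0.22, adjusted p = 1.41e-06 from edgeR), and miR-10-3p, with -1.93. Without S7–11 replicate 4 the fold change of miR-10-5p was -1.49, below the size set for a call. In the let-7 complex, which holds let-7 and the groups of miR-100 and miR-125, 2 of 5 fell, and 3 when adjusted over the list alone. Dpu-Mir-10-P2-5p fell by 2.44 on the log2 scale (adjusted p = 5.66e-06 from edgeR). Of the miR-279 family 1 of 10 rose, of the neural microRNAs 1 of 14 rose, and of the miR-34 cluster 1 of 3 fell, with the same counts when adjusted over the list alone. None of the 3 tested muscle microRNAs, 12 of the miR-2 seed family and 4 miR-184 copies changed. In the miR-2 seed family the median log2 fold change was -0.28 and the mean 0.04, and camera put the family higher at S7–11 without a call. limma's camera test called 0 of the 11 lists at an adjusted p of 0.05. The lowest values were 0.0658 for the Hox cluster microRNAs and the miR-279 family and 0.0774 for the let-7 complex. The falls depend on the scaling: with total counts alone the 3 falls of miR-92-3p were -0.73, -0.08 and -0.35 and did not pass the test, and those of miR-10-5p, miR-10-3p and Dpu-Mir-10-P2-5p were -0.07, -0.31 and -0.88 and did not pass it either. From the similarity of the first 2 time-points and the distance of S7–11 from both, the paper proposes that zygotic microRNA expression begins between S6 and S7.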

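Few microRNAs passed both thresholds between the time-points of germband formation and extension. From S7–11 to S14, 6 microRNAs rose and 10 fell, of which 4 and 8 were newly annotated, and from S14 to S17, 2 rose and 0 fell. The libraries did not overlap for 52 microRNAs that were higher and 55 that were lower at S14 than at S7–11. From S14 to S17 these numbers were 30 and 22, where chance gives 2.86% of 234. The S14 libraries were the shallowest, with 112244 to 276711 counts, so further changes may have been missed. The 2 rises to S17 were both arms of miR-10. miR-10-5p went from 8960 ± 2120 to 28720 ± 6770 normalized counts (SD, n = 4), a log2 fold change of 1.72 (standard error 0.22, adjusted p = 3.51e-06 from edgeR), and miR-10-3p rose by 1.64. The Hox cluster list, to which both belong, was higher at S17 than at S14 in limma's camera test (adjusted p = 2.9e-06), also with an estimated correlation (adjusted p = 0.0108 with an estimated correlation). From S7–11 to S14 a newly annotated microRNA on contig LQNS02000138.1 rose from 112.4 ± 16.4 to 436.4 ± 66.0 normalized counts (SD, n = 4), a log2 fold change of 1.78 (standard error 0.19, adjusted p = 3.06e-07 from edgeR). A newly annotated microRNA on contig LQNS02278075.1 went from 55.3 ± 2.07 normalized counts to 0 in all 4 libraries, a call that ended without S14 replicates 1, 3 or 4 (adjusted p = 0.00135 to 0.00144 from edgeR). The 3p sequences of loci 32304 and 32310 on this contig, chosen after their values were seen, had 56.38 and 54.11 at S7–11 and 11.75 and 13.41 at S14. Reads may have been shared with them, so the value of 0 is uncertain. S7–11 correlated with S17 with rho = 0.91 across all 349 microRNAs and with 0.86 across expressed microRNAs. Beside the 0 falls from S14 to S17, 30 microRNAs were lower at an unadjusted p under 0.05 and DESeq2 called 5 falls and 3 rises, while with only the 2 groups compared in a model 1 of the 2 rises was kept. The split of calls from S7–11 to S14 depends on the setting, with 11 rises and 5 falls with total counts alone, 12 and 11 with only the 2 groups compared and 12 and 12 in DESeq2, and the falls numbered 3 without S14 replicate 4 and 5 without S7–11 replicate 2.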

The mid-stages of embryogenesis (S7–11, S14, S17) show a similar microRNA composition (r > 0.9), which is distinct from the early stages. 

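Between S1–4 and S24–30, 73 of 234 tested microRNAs rose and 58 fell, and the groups of known microRNAs divided in direction. Rises made up 55.7% of the calls with TMM, 80.6% with total counts alone and 48.6% with only the 2 groups compared (54 rises and 57 falls). Of 12 tested members of the miR-2 seed family, whose relatives limit apoptosis in *Drosophila*, 11 rose, also when adjusted over the list alone. isc-miR-2b-3p, named after its match in the tick *Ixodes scapularis*, went from 285.7 ± 67.0 to 1905 ± 197 normalized counts (SD, n = 4), a log2 fold change of 2.82 (standard error 0.22, adjusted p = 2.04e-11 from edgeR). In limma's camera test the family was higher at S24–30 (adjusted p = 0.00131), but not with an estimated correlation (adjusted p = 0.111 with an estimated correlation). All 5 tested members of the miR-92 family fell, also when adjusted over the list alone (adjusted p = 0.000602 from camera, and adjusted p = 0.0819 with an estimated correlation). miR-92-3p of locus 34108 fell by 7.44 on the log2 scale (standard error 0.36, adjusted p = 3.04e-15 from edgeR). miR-92-3p of locus 34110 had -2.15 with TMM and 0.11 with total counts alone. Previously annotated microRNAs rose in 57 and fell in 15 of 129 cases, with 57 and 14 when adjusted over the list alone (adjusted p = 1.81e-05 from camera, and adjusted p = 0.0824 with an estimated correlation). Newly annotated microRNAs fell in 43 and rose in 16 of 105 cases, with 43 and 17 when adjusted over the list alone (adjusted p = 1.81e-05 from camera, and adjusted p = 0.0167 with an estimated correlation). These 2 lists together hold all 234 tested microRNAs, and camera sets a list against all others. At the preset correlation their p-values are therefore 1 result seen from both sides. The other 7 lists did not pass camera. Of the Hox cluster microRNAs 4 of 5 rose, of the let-7 complex 4 of 5 fell, of the neural microRNAs 6 of 14 rose and 1 fell, of the muscle microRNAs 1 of 3 rose, of the miR-279 family 2 of 10 rose, of the miR-34 cluster 1 of 3 rose and 1 fell, and of the 4 miR-184 copies 0 changed. When adjusted over the list alone, the same numbers were called except for 0 of the muscle microRNAs and 0 falls among the neural ones. The median log2 fold change was -0.34 and the mean 0.01 in the miR-279 family, and -0.99 and 0.11 in the miR-34 cluster, and camera put both lower at S24–30. With total counts alone, Dpu-Mir-10-P2-3p of the let-7 complex (-1.58) and miR-34-5p (-0.68) were no longer called. The rise in the miR-34 cluster, that of miR-277-3p, ended without S1–4 replicates 2, 3 or 4 or any S24–30 library (adjusted p = 0.0011 to 0.00314 from edgeR), and the rise among the muscle microRNAs, that of miR-133-3p of locus 24587, without any library of the 2 time-points except S1–4 replicate 2 (adjusted p = 0.00156 to 0.00385 from edgeR). miR-124-5p and miR-124-3p rose by 5.52 and 6.00 on the log2 scale (adjusted p = 8.03e-08 and 1.23e-05 from edgeR). A newly annotated microRNA on contig LQNS02278186.1 fell from 1941 ± 520 to 2.34 ± 1.15 normalized counts (SD, n = 4). Across all mature microRNAs, S24–30 correlated with S1–4 and S5–6 with rho = 0.69, with S7–11 with 0.70, with S14 with 0.79 and with S17 with 0.81. Across expressed microRNAs these were 0.49, 0.51, 0.47, 0.63 and 0.68.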

The microRNA composition by the end of embryogenesis (S24–30) is markedly different from both early and mid-embryogenesis (r < 0.7). The penultimate time-point (S21–23) is transitionary between mid and late embryogenesis.

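From S17 to S21–23, 11 microRNAs rose and 8 fell, and from S21–23 to S24–30, 7 rose and 15 fell. In the first of these steps rises made up 57.9% of the calls with TMM, 43.8% with DESeq2's size factors in edgeR (7 rises and 9 falls) and 76.2% with total counts alone or with only the 2 groups compared (16 and 5 in both). They numbered 7 without S17 replicate 2, and the falls 5 without S21–23 replicate 2 or 4. The microRNA with the largest rise to S21–23 was a newly annotated one on contig LQNS02278160.1, from 1.07 ± 1.38 to 615.2 ± 170 normalized counts (SD, n = 4; log2 fold change 9.06, standard error 0.92, adjusted p = 4.15e-08 from edgeR). miR-190-5p rose from 25.4 ± 5.09 to 315.5 ± 127 (SD, n = 4), by 3.79 on the log2 scale. From S21–23 to S24–30 both tested loci of miR-87-3p rose, by 2.38 and 2.37 on the log2 scale, and let-7c-5p rose from 28.0 ± 37.5 to 246 ± 60.8 normalized counts (SD, n = 4). S21–23 replicate 1 lay between the time-points for these microRNAs. It had 84.2 normalized counts of let-7c-5p against 7.29 to 11.5 in the other 3 libraries, and 374.3 of miR-87-3p of locus 32998 against 69.2 to 78.8. miR-92-3p of locus 34108 fell from 15250 ± 5860 to 3253 ± 1670 (SD, n = 4; log2 fold change -2.31, adjusted p = 2.75e-06 from edgeR), and S24–30 replicate 1 had 5759 normalized counts against 2307 to 2516. Without both of these libraries, a setting chosen after seeing the data, 24 microRNAs rose and 26 fell from S21–23 to S24–30, among them all 22 called with them. Leaving out only S21–23 replicate 1 gave 23 rises and 24 falls. In limma's camera test from S21–23 to S24–30, newly annotated microRNAs were lower (adjusted p = 7.96e-06, and adjusted p = 0.0122 with an estimated correlation), with 11 of 105 that fell and 0 that rose (13 and 0 when adjusted over the list alone). The DESeq2 count over all microRNAs was 15 rises and 24 falls. With only the 2 groups compared in a model, 0 rose and 0 fell from S21–23 to S24–30, and without a filter on low counts 10 rose and 6 fell. The counts also rest on single libraries. The 7 rises became 1 to 3 without any one of S21–23 replicates 2, 3 or 4 or S24–30 replicates 2, 3 or 4, and the 15 falls became 8 without S24–30 replicate 4 and 9 without S24–30 replicate 2 or S21–23 replicate 2. The calls of let-7c-5p ended without any one of these 6 libraries, with adjusted p values of 0.00211 to 0.00337 from edgeR. That of miR-87-3p of locus 32998 ended without S21–23 replicates 3 or 4 or S24–30 replicate 2 (0.00111 to 0.00127), and that of locus 33002 without S24–30 replicate 2 (0.00114).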

**Figure 4:**
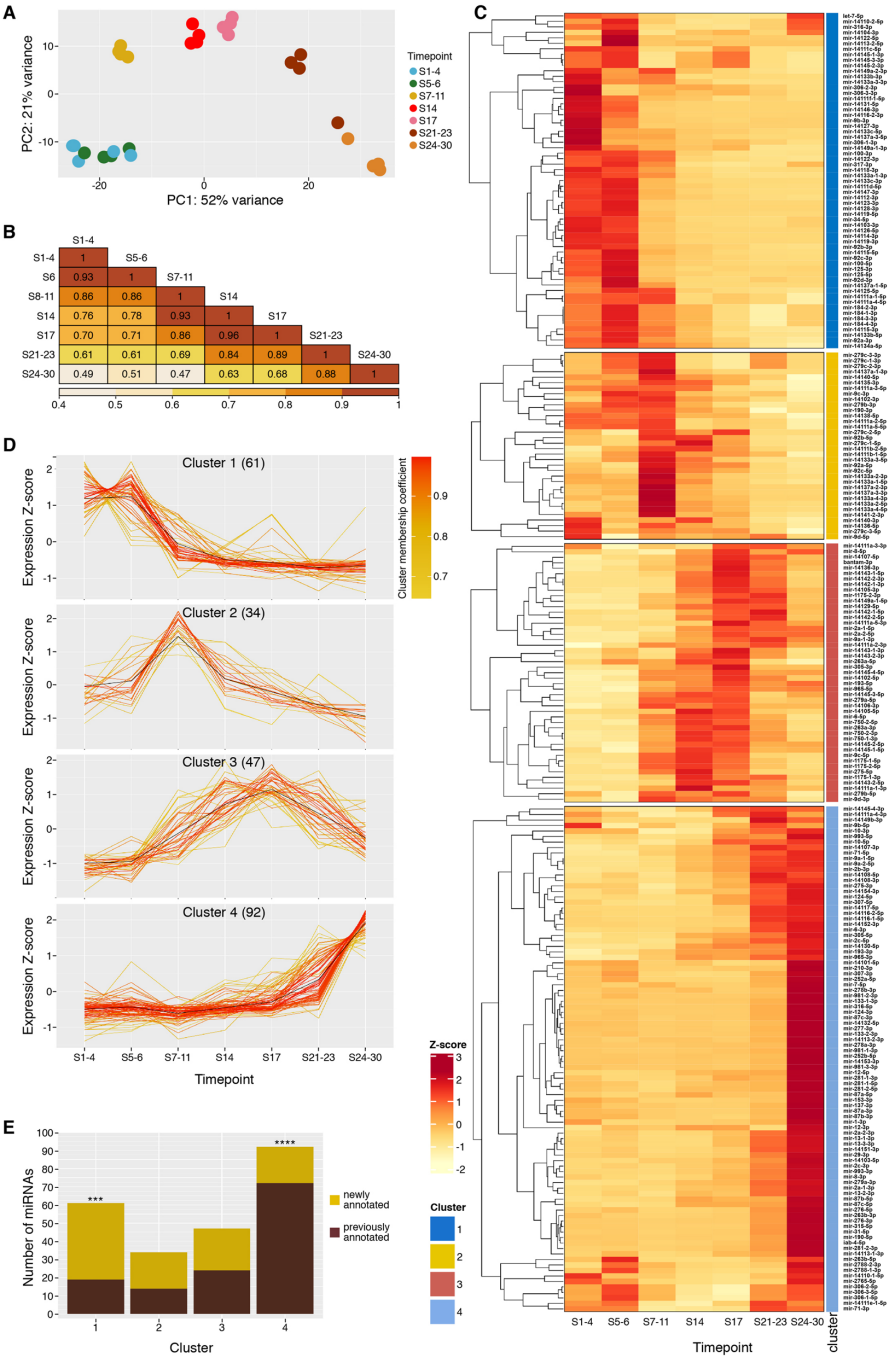
Differential expression analysis of microRNAs during development. (**A**) Principal component analysis (PCA) of microRNA expression in each replicate and time-point. Four replicates are shown for each time-point. (**B**) Heatmap of all-versus-all pairwise Spearman correlation coefficients between time-points. Numbers in tiles are r values, and heatmap colour coding is based on r value. **(C)** Heatmap showing z-score calculated for expression of each microRNA through embryonic development. Each microRNA is classified into an expression cluster, indicated by the colour coded ribbon. **(D)** Expression profiles for microRNAs with membership scores ≥ 0.6 for each cluster; the number indicated in parentheses is the total number of microRNAs belonging to each cluster. (**E**) Composition of the 4 expression clusters in newly annotated and previously annotated microRNAs. Chi-squared tests were performed for each cluster. Cluster 1 shows a significantly higher proportion of newly annotated microRNAs than expected, *X*^2^ (1, *N* = 61) = 14.95, p = 1.10 × 10^–4^, whereas cluster 4 contains an unexpectedly high proportion of conserved microRNAs, *X*^2^ (1, *N* = 92) = 19.40, p = 1.05 × 10^–5^, p-value significance levels are indicated by asterisks.

Of the 349 mature microRNAs annotated, 234 (67%) had relatively high expression levels (≥ 10 normalized counts) in at least 1 time-point (see Fig. 4C). 

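Of the 234 microRNAs with a mean of at least 10 normalized counts at 1 or more of the 7 time-points (67.1% of 349), 129 were previously annotated and 105 newly annotated. At all 7 time-points, 106 of them reached this level. Their levels covered a wide range. Over the whole time-course the mean was 251700 normalized counts for miR-92-3p of locus 34108, 16330 for miR-10-5p, 11200 for miR-263a-5p and 3989 for miR-6-3p. A newly annotated microRNA on contig LQNS02000138.1 had 4793.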

We find that at least 172 mature microRNAs are maternally provided in the fertilized egg (S1–4), whereas the number of microRNAs present in the early embryo drops slightly to 167 by S5–6. This drop is likely due to degradation without additional microRNA transcription, consistent with the suggestion that accumulation of zygotic microRNA transcripts does not occur until after S6. 

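At S1–4, 172 mature microRNAs had a mean of at least 10 normalized counts, 92 previously and 80 newly annotated, and at S5–6, 165 did, 89 previously and 76 newly annotated. Counted in single libraries, 165.8 ± 9.22 microRNAs reached this level at S1–4 and 161.8 ± 6.24 at S5–6 (SD, n = 4), so the difference between the time-points was smaller than the spread between replicates. S1–4 replicate 4 had 152, against 169 to 171 in the other 3 libraries. miR-1-3p, miR-92-3p and miR-184-3p were present at both time-points. The level of miR-1-3p at S1–4 came from replicate 2, which had 1296 normalized counts against 34.9 to 119.5 in the other libraries.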

The number of expressed microRNAs is steady throughout mid-embryogenesis (S7-S11: 163; S14: 164; S17: 165), with a slight increase in the last two time-points (S21–23: 174; S24–30: 178).

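The numbers of expressed microRNAs were 163 at S7–11, 164 at S14 and 165 at S17, and 174 at S21–23 and 176 at S24–30. Previously annotated microRNAs numbered 91 at S7–11, 95 at S14, 93 at S17, 104 at S21–23 and 114 at S24–30, and newly annotated ones 72, 69, 72, 70 and 62, so the 2 groups went in different directions. In single libraries the number was 166.2 ± 3.30 at S7–11, 161.5 ± 11.8 at S14, 167.5 ± 3.79 at S17, 166 ± 5.89 at S21–23 and 176.5 ± 4.12 at S24–30 (SD, n = 4). The last value was above that of S17 by more than the SDs of both, while that of S21–23 was not.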

MicroRNAs with similar expression profiles across the time course are likely to be involved in similar developmental processes. We therefore used a fuzzy c-means clustering approach to group microRNAs with similar expression dynamics. Unlike k-means, fuzzy c-means clustering assigns a membership coefficient to each microRNA, such that each data point belongs to a greater or lesser degree to each cluster^24^. Using this approach with the 234 mature microRNAs highly expressed in at least one stage, we identified four expression clusters (Fig. 4C). 

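Fuzzy c-means clustering with 4 centers and a fuzzifier of 2 was applied to z-scores of the 7 time-point means of the 234 expressed microRNAs, taking the best of 50 starts. The clusters held 60, 35, 49 and 90 microRNAs, of which 45, 17, 34 and 73 had a membership of at least 0.6. The center of the first cluster was highest at S5–6, with a mean z-score of 1.27, close to 1.19 at S1–4. The second was highest at S7–11 (1.40), the third at S17 (1.13) and the fourth at S24–30 (1.96). miR-92-3p of locus 34108 belonged to the first cluster with a membership of 0.92. miR-9-5p of locus 36129 fitted none of the profiles well, with a highest membership of 0.29. The paper's text does not name a fuzzifier.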

Expression profiles of the most significant microRNAs for each cluster (membership cut-off 0.6) are shown in Fig. 4D. 

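The early cluster held 60 microRNAs (25.6% of 234), among them miR-92-3p of locus 34108, with 149900 ± 18400 normalized counts still present at S7–11 and 56720 ± 7390 at S17, and miR-184-3p of locus 1952, with 14220 ± 1480 at S7–11 and 8986 ± 1570 at S24–30 (SD, n = 4). Of its 60 members, 57 had a mean of at least 10 normalized counts at S1–4 and 42 at S7–11, and 31 were under 10 at S24–30. From S7–11 on, 15 members stayed under 10 normalized counts at every time-point.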

Cluster 1 (26% of the 234 mature microRNAs) comprises exclusively maternally-loaded microRNAs, which are expected to function in the early embryo even before the onset of ZGA. Cluster 2 is composed of the first microRNAs to be expressed during ZGA (15%), cluster 3 represents microRNAs expressed predominantly during mid embryogenesis (20%), and cluster 4 includes the microRNAs expressed almost exclusively at late embryogenesis (39%) (Fig. 4D). 

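The cluster highest at S7–11 held 35 microRNAs (15.0%). Its abundant members included Dpu-Mir-96-P3-3p, which had 1962 ± 1090 normalized counts at S14 and 98.6 ± 72.0 at S21–23, and a newly annotated microRNA on contig LQNS02278075.1, which had 1471 ± 458 at S1–4, 9057 ± 2330 at S7–11 and 20.2 ± 10.7 at S24–30 (SD, n = 4). The mid cluster held 49 (20.9%), such as 2 copies of a newly annotated microRNA on contig LQNS02278125.1. The copy of locus 38470 had 331.2 ± 41.5 normalized counts at S7–11, 4894 ± 420 at S17 and 841.9 ± 398 at S24–30 (SD, n = 4). miR-263a-5p, also placed in the mid cluster with a membership of 0.37, varied less, with 16700 ± 7250 at S14 and 4578 ± 1150 at S24–30 (SD, n = 4). The late cluster held 90 (38.5%). Of these, 55 had a mean of at least 10 normalized counts at S1–4 and 35 did not. miR-276-3p, in the late cluster, had 406.5 ± 368 normalized counts at S1–4 and 11960 ± 1280 at S24–30, and miR-315-5p 408.5 ± 220 and 6875 ± 1540 (SD, n = 4). miR-7-5p, a regulator of sensory organ and eye development in *Drosophila*, had 1691 ± 273 and 11400 ± 2930 (SD, n = 4). From S1–4 to S24–30 the log2 fold changes of the 3 were 4.97, 4.16 and 2.85. These members were chosen after their values were seen.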

We see that the largest number of microRNAs are expressed in late embryogenesis. This finding is similar to results reported in other species including zebrafish^25^, *Drosophila virilis*^26^ and *Tribolium*^13^ where more microRNAs were found to be expressed at later stages, but different from findings in mice^27^. 

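Of the 234 expressed microRNAs, 80 had their highest mean at S24–30, 40 at S5–6, 30 at S7–11, 28 at S1–4, 25 at S17, 17 at S14 and 14 at S21–23. Among the most abundant microRNAs of S24–30 were miR-276-3p, with 5.06% ± 0.09 of the counts, and miR-7-5p, with 4.77% ± 0.81 (SD, n = 4). The muscle microRNA miR-133-3p of locus 24589 had 5.28 ± 10.1 normalized counts at S1–4 and 129.7 ± 28.0 at S24–30 (SD, n = 4), a log2 fold change of 4.60 (standard error 1.60, adjusted p = 0.0113 from edgeR), which does not pass the threshold of adjusted p. 1 S1–4 library, replicate 1, held 20.5 normalized counts of it. miR-993-3p of the Hox cluster rose from 18.8 ± 18.6 to 574.9 ± 72.3 (SD, n = 4; log2 fold change 5.13, adjusted p = 3.48e-07 from edgeR).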

The high number of microRNAs with peak expression in later stages correlates with the increase in the number and variety of differentiated cell-types.

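Newly annotated microRNAs made up 41 of the 60 members of the early cluster (68.3%), 21 of 35 in the cluster highest at S7–11 (60.0%), 25 of 49 in the mid cluster (51.0%) and 18 of 90 in the late cluster (20.0%). Against all other expressed microRNAs, the odds ratio of being newly annotated was 3.69 in the early cluster (95% interval 1.91 to 7.34, adjusted p = 7.6e-05 from Fisher's exact test, two-sided) and 0.165 in the late cluster (95% interval 0.0835 to 0.314, adjusted p = 3.32e-09 from Fisher's exact test, two-sided). The cluster highest at S7–11 had an odds ratio of 2.05 and the mid cluster of 1.37, and neither passed the same test (adjusted p = 0.0867 and 0.338, Fisher's exact test). In the chi-squared test against the overall ratio, the statistic was 13.35 for the early cluster and 22.51 for the late one. The newly annotated members of the early cluster included a microRNA on contig LQNS02278148.1, with 5524 ± 1400 normalized counts at S1–4 and 16.5 ± 2.69 at S24–30 (SD, n = 4). The previously annotated members of the late cluster included miR-10-5p, miR-6-3p and miR-276-3p. Mature sequences of the same precursor or family are not independent, so these p-values may be too small.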

Comparing the distribution of conserved versus newly annotated microRNAs in each cluster revealed that cluster 1 (expressed during early embryogenesis) contains a disproportionately high number of newly annotated microRNAs (42 new, 19 conserved; *X*^2^ (1, *N* = 61) = 14.95, p = 1.10 × 10^–4^), whereas cluster 4 (expressed late in embryogenesis) contains a significantly higher proportion of conserved microRNAs (20 new: 72 conserved, *X*^2^ (1, *N* = 92) = 19.40, p = 1.05 × 10^–5^) (Fig. 4E). The abundance of evolutionarily young, lineage-specific microRNAs in early embryonic stages has also been described in other arthropod species such as *Drosophila virilis*^26^, *Tribolium*^13^ and *Blatella germanica*^28^.

### mRNA expression dynamics in embryogenesis

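Poly-A selected mRNA from 2 libraries per time-point was quantified by the authors with salmon, in its mapping mode, against transcripts assembled by Trinity from reads mapped to the Phaw 5.0 genome with STAR. Their expected counts were rounded to whole numbers here and treated as those of the small RNAs, with DESeq2's size factors for levels and edgeR's quasi-likelihood test for changes, in 1 model of 7 groups. The libraries held 46474054 and 47469064 counts at S1–4, 41354642 and 42438379 at S5–6, 55239644 and 58633811 at S7–11, 64892281 and 55092997 at S14, 52927073 and 59408121 at S17, 53379959 and 44811834 at S21–23 and 54499912 and 49568237 at S24–30. The transcripts carry Trinity identifiers and the quantification does not pair them with gene names, so genes known by name were not analysed here. Among the most abundant transcripts, TRINITY_GG_134943_c0_g1_i1.mrna1 had 457000 ± 4760 normalized counts at S1–4 (SD, n = 2). The most abundant pair of transcripts took 0.97% to 2.09% of the counts of a library, so no single transcript dominated the mRNA libraries as miR-92 did the small RNA libraries.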

To compare mRNA and small RNA expression dynamics in *Parhyale,* we use Trinity-based pipeline to perform genome-guided annotation of the developmental transcriptome using poly-A selected RNA-seq datasets collected across the same samples as above. We annotated a total of 49,532 protein-coding transcripts from 31,087 Trinity genes. 

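The quantification listed 53604 transcripts from 31153 Trinity genes, of which 47902 transcripts had a count in at least 1 of the 14 libraries. The mean transcript length was 2223.05 and the median 1276 bases, and the transcripts summed to 119164457 bases. The N50 was 4093 and the N10 was 10109 bases. The lengths ran from 20 to 26051 bases.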

Details of the transcriptome annotation pipeline and statistics are shown in Supplementary Table 2.

PCA analysis of transcript expression profiles defined by read counts clearly shows good agreement between the two replicates per time-point (Fig. 5A). 

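The 2 libraries of each time-point lay close together: the first component was -544.4 and -533.6 at S1–4, -569.7 and -565.7 at S5–6, 75.99 and 80.14 at S7–11 and 281.8 and 252.8, the widest gap, at S21–23. The first component held 51.6% of the variance and the second 15.1%, with all transcripts that had a count. Spearman's rho between the 2 replicates, across transcripts, ranged from 0.87 at S21–23 to 0.92 at S1–4. Transcripts are not independent replicates, so no p is given.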

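The mRNA levels of S1–4 and S5–6 correlated with rho = 0.87 across all 53604 transcripts, and S5–6 with S7–11 with 0.67, the lowest value of adjacent time-points. The other adjacent time-points had 0.89 (S7–11 and S14), 0.91 (S14 and S17), 0.89 (S17 and S21–23) and 0.83 (S21–23 and S24–30). S1–4 correlated with S7–11 with 0.66, with S14 with 0.59 and with S17 with 0.56. The SD over the 4 pairs of single libraries was 0.00258 for S1–4 with S5–6 and 0.00328 for S5–6 with S7–11, so the 2 values differed by far more than the spread between libraries. Over all transcripts with a count, the distance of S1–4 from S5–6 libraries was 1.31 times the distance between replicates, and that of S5–6 from S7–11 libraries 2.03 times. The transcript TRINITY_GG_134943_c0_g1_i1.mrna1 had 457000 ± 4760 normalized counts at S1–4, 14030 ± 270 at S5–6 and 180.5 ± 20.2 at S7–11 (SD, n = 2), and fell in both steps.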

As with the microRNA analysis, both PCA analysis and Spearman’s correlation coefficients (Fig. 5B) show that the mRNA content at the two earliest stages of embryogenesis (S1–4 and S5–6) is similar, but markedly different from later time-points. 

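S24–30 correlated with S1–4 with rho = 0.51, with S5–6 with 0.49, with S7–11 with 0.72, with S14 with 0.78, with S17 with 0.80 and with S21–23 with 0.83, across all transcripts. From S21–23 to S24–30, 952 transcripts rose and 1066 fell, against 160 and 142 from S17 to S21–23. DESeq2 called 3512 rises and 1840 falls from S21–23 to S24–30, and 1189 and 592 from S17 to S21–23, so the balance of rises and falls depends on the tool. At S24–30, 33007 transcripts had a mean of at least 10 normalized counts, the highest number of the 7 time-points, and 28027 did at S17, the lowest. On the second component S24–30 stood apart, with 398.8 and 430, while all other libraries were between -207.7 and 47.3.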

Correlation scores show that the final stage (S24–30) is also very different from all preceding time-points, indicating that a distinct set of mRNAs is engaged at the end of embryogenesis, presumably in establishing the final RNA profiles of adult tissues (Fig. 5B).

**Figure 5:**
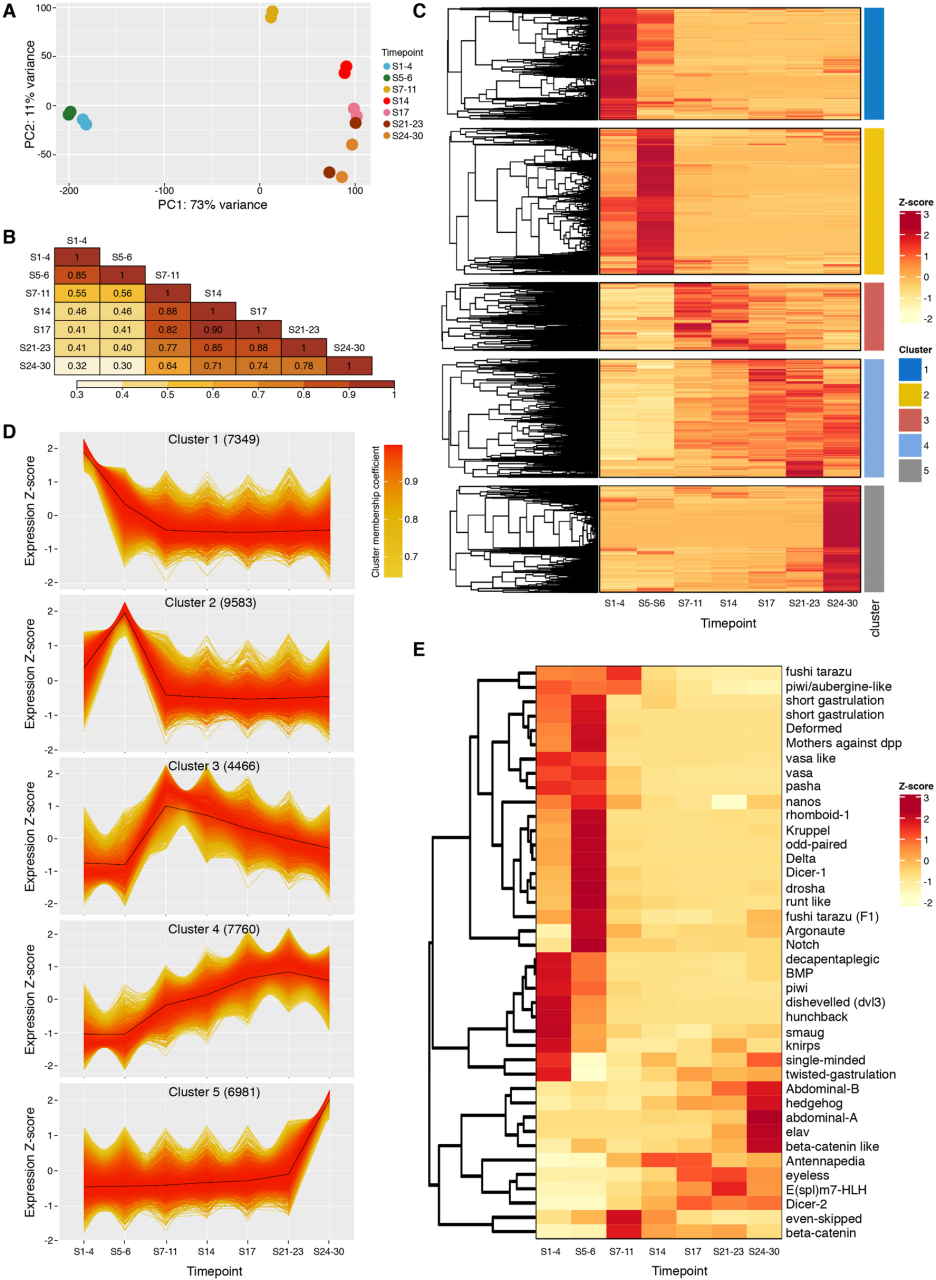
Differential expression analysis of mRNAs during development. (**A**) Principal component analysis (PCA) of mRNA expression levels in each replicate and time-point. Two replicates are shown for each time-point. (**B**) Heatmap of all-versus-all pairwise Spearman correlation coefficients calculated between time-points. Numbers in tiles are r values, and heatmap colour coding is based on r value. **(C)** Heatmap showing z-score calculated for expression of each mRNA through embryonic development. Each mRNA is classified into an expression cluster, indicated by the colour coded ribbon. **(D)** Expression profiles for mRNAs with membership scores ≥ 0.6 for each cluster; the number indicated in parentheses is the total number of mRNAs belonging to each cluster. (**E)** Heatmap showing z-score of a subset of known developmental genes extracted from (D).

A total of 36,119 mRNAs had relatively high expression levels (≥ 10 normalized counts) in at least one time-point (Fig. 5C). 

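A mean of at least 10 normalized counts at 1 or more time-points was reached by 44565 transcripts (83.1% of 53604) from 29217 Trinity genes. At S1–4 there were 31144, at S5–6 31187, at S7–11 28329, at S14 28172 and at S21–23 29870 of them. At all 7 time-points, 18155 reached this level, and 40670 reached it in both libraries of a time-point. With a minimum of 20 normalized counts in place of 10 there were 41293.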

As with microRNAs, we clustered mRNA expression profiles using fuzzy c-means clustering^24^ yielding five different clusters. Expression profiles of the most significant mRNAs for each cluster (membership cut-off 0.6) are shown in Fig. 5D. 

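The mRNA cluster highest at S5–6 held 11784 of the 44565 expressed transcripts (26.4%), of which 8996 had a membership of at least 0.6. The mean z-score of its center was 1.97 at S5–6, 0.36 at S1–4 and -0.40 at S7–11, so it was made of a peak at a single time-point. Of its members, 10342 already had a mean of at least 10 normalized counts at S1–4. TRINITY_GG_34369_c0_g1_i2.mrna1, a member, had 10440 ± 59.7 normalized counts at S1–4 and 106300 ± 858 at S5–6 (SD, n = 2).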

Cluster 2 represents mRNAs with peak expression at S5–6 (Fig. 5C,D), immediately after the time of ZGA previously reported in *Parhyale*^20^. This cluster is absent from the microRNA expression profiles (Fig. 4C,D), suggesting that microRNAs are not generally transcribed during the first stages of ZGA. Indeed, 47% of the mRNA transcripts belong to clusters 1 and 2, representing peak expression at the first two time-points, whereas only 26% of microRNAs belong to the cluster that includes high expression at the first two time-points. Conversely, only 19% of mRNAs fall into cluster 5 (peak expression at S24–30), whereas the equivalent cluster 4 for microRNAs contained 39% of the microRNAs. These data clearly suggest that zygotic expression of many mRNAs is initiated before zygotic microRNAs are expressed, and that mRNAs have functional roles early in embryogenesis independent of microRNAs, while a high proportion of microRNAs function late.

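No center of the 4 microRNA clusters had a peak at S5–6 alone. The early center was about as high at S1–4 (1.19) as at S5–6 (1.27), while 40 of the 234 expressed microRNAs had their highest mean at S5–6. Among the abundant ones of the 40, miR-184-3p of locus 1952 had a log2 fold change of 0.51 (standard error 0.21, adjusted p = 0.0934 from edgeR), miR-92-3p of locus 34108 of 0.54 (standard error 0.28, adjusted p = 0.185 from edgeR) and miR-92-3p of locus 34110 of 0.89 (standard error 0.28, adjusted p = 0.0304 from edgeR). The center of the mRNA cluster at S1–4, by contrast, was 1.88 at S1–4 and 0.39 at S5–6.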

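The mRNA cluster highest at S1–4 held 9058 transcripts (20.3%), and together with the cluster highest at S5–6 it held 20842 of the 44565 expressed transcripts (46.8%). By the time-point of the highest mean in place of a cluster, 8748 transcripts peaked at S1–4 and 11732 at S5–6, together 46.0%. Counted the same way, 28 microRNAs peaked at S1–4 and 40 at S5–6 of the 234 expressed, among the former a newly annotated microRNA on contig LQNS02278148.1 and among the latter all 4 copies of miR-184-3p.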

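The cluster of mRNAs highest at S24–30 held 8222 transcripts (18.4%), with a center of 2.04 at S24–30 and of -0.15 at S21–23. Of these, 3099 had a mean of at least 10 normalized counts at S1–4. The clusters whose centers were highest at S7–11 and S21–23 held 6787 (15.2%) and 8714 transcripts (19.6%). The time-point of the highest mean was S7–11 for 3344 transcripts (7.50%), S21–23 for 3818 (8.57%) and S24–30 for 11346 (25.5%). The late microRNAs, such as miR-315-5p with a membership of 0.98 and miR-276-3p with 0.98, followed their cluster closely.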

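From the cluster of mRNAs that is highest at S5–6, the lack of such a cluster among microRNAs and the larger share of late microRNAs, the paper proposes that many zygotic mRNAs are expressed before zygotic microRNAs. The data behind the first step are counts of 2 libraries per time-point for mRNAs and 4 for microRNAs. At S5–6, TRINITY_GG_147263_c0_g1_i1.mrna1 had 348800 ± 5110 normalized counts and at S7–11 20830 ± 674 (SD, n = 2). For comparison, the microRNA with the highest rise from S5–6 to S7–11, Dpu-Mir-1175-5p of locus 30947, had 9.97 ± 19.9 normalized counts at S5–6 and 302.4 ± 26.8 at S7–11 (SD, n = 4), and the counts at S5–6 came from replicate 4, with 39.9 against 0 in the other 3 libraries.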

We examined the mRNA abundance of a number of specific genes known to play important roles during embryogenesis or in microRNA biogenesis in other species (Fig. 5E). For example, mRNAs including *nanos*, *hunchback*, *dishevelled* and *smaug* are all known to be maternally-loaded in other species, and the mRNAs of predicted homologs were also present at high levels in the *Parhyale* early embryo. In *Drosophila*, the RNA-binding protein Smaug is an important player during MZT, responsible for the degradation of hundreds of maternally-loaded mRNAs^29^. In *Parhyale*, normalized sequencing data suggests that the mRNA of the *smaug* homolog is more abundant during the time points S1–4, consistent with a conserved biological function.

In accordance with other studies in *Parhyale*, our analysis failed to identify an unambiguous *zelda* ortholog. However, we identified a homolog of *odd-paired* mRNA, a pioneering factor suggested to be a key player during ZGA^30^. The *odd-paired* homolog is maternally-loaded and its relative abundance increases at S5–6, therefore showing the same behaviour as *Dmel zld*. Expression of homologs of other *Drosophila* pair-rule genes (*eve*, *ftz* and *runt*) also increased during ZGA. Conservation of temporal expression was also observed for mRNAs known to be expressed during late embryogenesis, such as *eyeless*, *elav* and *E(spl)m7-HLH* involved in eye development, axon guidance and neurogenesis respectively. Expression of *piwi* and *vasa*, components of the piRNA processing pathway are predominantly expressed in the early embryo, consistent with previous studies^31^, whereas *Dicer-2* (implicated in siRNA processing) is primarily expressed at mid to late stages. This hints that piRNAs are likely to play important roles in the early embryo, whereas siRNA function may be more prominent later in development. Interestingly, relative abundance of mRNAs encoding known microRNA processing proteins such as *Dicer-1*, *drosha* and *pasha* all peak early at S5–6 when the zygotic genome first becomes active.

### Comparative expression dynamics of microRNAs and their predicted targets

Our paired, size-separated libraries allow the analysis of temporal expression of microRNAs in combination with their targets (mRNAs). Target predictions were performed using the SeedVicious algorithm and potential interactions then filtered (see methods) to produce a list of putative microRNA-mRNA interactions. To assess the degree to which mRNAs are targeted by microRNAs through development, we analysed the proportion of mRNAs in each expression cluster that are predicted to be targeted by microRNAs (Fig. 6A). Of the total 36,119 mRNAs assigned to expression clusters, 21,243 (59%) had 3' UTRs, and of these, 4,275 (12% of total expressed mRNAs) were predicted to be targeted by microRNAs. Using a hypergeometric test, we find that clusters 1 and 4 were significantly under-enriched for mRNAs targeted by microRNAs, whereas cluster 2 was significantly over-enriched for targeted mRNAs (Fig. 6A). Cluster 1 primarily contains maternally-loaded mRNAs, whereas cluster 2 spans the beginning of zygotic transcription.

**Figure 6:**
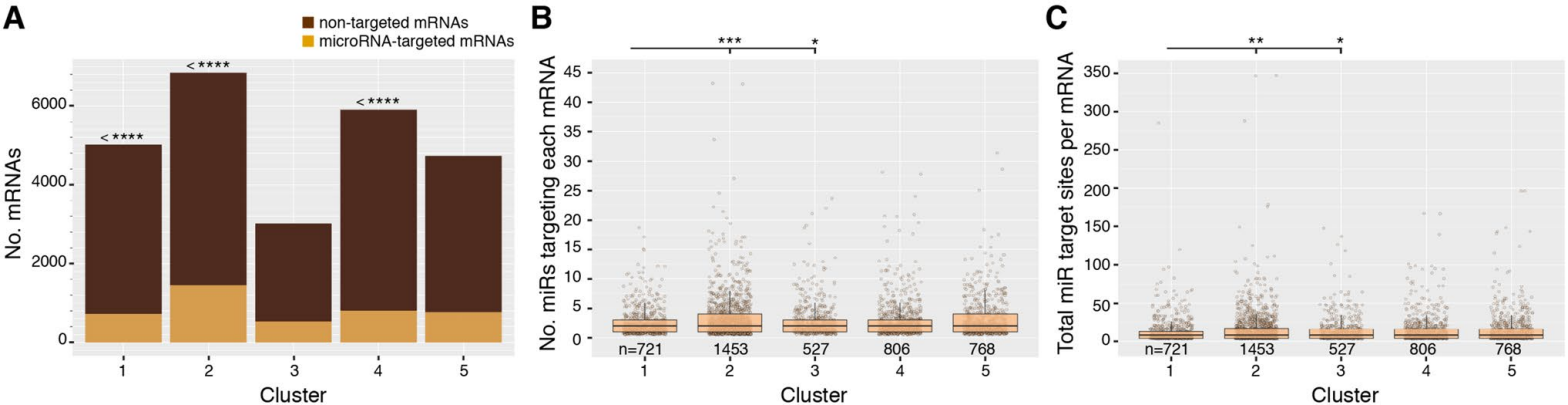
Differential targeting of mRNAs by microRNAs through development. (**A**) The number of mRNAs in each expression cluster that are predicted to be targeted by microRNAs versus those that are non-targeted. Hypergeometric tests were performed to compare the observed numbers with expected values, calculated based on the overall proportion of targeted mRNAs within the entire mRNA population. Significance values are indicated by asterisks. Cluster 1 is under-enriched for targeted mRNAs, padj = 1.62 × 10^–9^; cluster 2 is over-enriched for targeted mRNAs, padj = 6 × 10^–45^; and cluster 4 is under-enriched for targeted mRNAs, padj = 8.25 × 10^–19^. **(B)** The number of different microRNAs targeting each mRNA in each expression cluster. Pairwise Mann–Whitney-Wilcoxon tests were performed between all clusters; significant comparisons are highlighted (padj < 0.05): Cluster 1 vs 2, padj = 5.76 × 10^–4^; cluster 1 vs 3, padj = 2.45 × 10^–2^. **(C)** The number of microRNA targeting sites per mRNA 3'UTR in each expression cluster. Pairwise Mann–Whitney-Wilcoxon tests were performed between all clusters; significant comparisons are shown (padj < 0.05): Cluster 1 vs 2, padj = 4.48 × 10^–3^; cluster 1 vs 3, padj = 3.31 × 10^–2^.

We also compared the number of different microRNAs targeting each mRNA per expression cluster (Fig. 6B), and the number of microRNA target sites in each 3' UTR per cluster (Fig. 6C). Pairwise Mann–Whitney–Wilcoxon tests between the five clusters in all combinations (with Bonferroni correction) revealed that mRNAs in cluster 1 were targeted by significantly fewer different microRNAs, and also had significantly fewer microRNA target sites in their 3' UTRs than mRNAs in clusters 2 and 3 (see Fig. 6B). These data therefore suggest that globally, microRNAs are more involved in regulating zygotically-expressed genes than in clearing maternally-loaded transcripts.

### Differential expression analysis of mRNAs and microRNAs identifies two waves of ZGA

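Both kinds of library were tested in the same way, with 234 microRNAs and 44565 transcripts that reached a mean of 10 normalized counts at 1 or more time-points. The thresholds were a log2 fold change of at least 1.5 in size and an adjusted p of at most 0.001 from edgeR's quasi-likelihood test. On simulated small RNA counts with 40 changed microRNAs, edgeR called 40% to 70% of those changed by 2 or 3 on the log2 scale between S1–4 and S5–6 and 50% to 80% of those between S5–6 and S7–11, with 0 false calls. The simulated spread of a microRNA was the same at all time-points. Fitted on the real libraries of each step alone, the median dispersion was 0.412 for S1–4 and S5–6 and 0.189 for S5–6 and S7–11. The share called in the first step may therefore be too high for the real libraries. On simulated mRNA counts with 200 changed transcripts, it called 2% to 4% of them between S1–4 and S5–6 and 4% to 24% between S5–6 and S7–11, and with 6000 changed transcripts 17% to 36.3% and 18.3% to 37.7%, with at most 1 false call. DESeq2 called 38% to 70.3% of the simulated mRNA changes with 114 to 186 false calls. With 2 libraries per time-point, many changes of this size are therefore missed by edgeR at these thresholds.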

To further explore the apparent developmental lag in zygotic expression of microRNAs with respect to mRNAs, we compared the expression levels of mRNAs and microRNAs between adjacent time-points, S1–4 with S5–6, and S5–6 with S7-S11, using DESeq2 (Fig. 7). Changes between S1–4 and S5–6 could be due to degradation of maternally-loaded RNAs, or onset of zygotic RNA production. We find that the expression of only one microRNA (mir-14137a-3p) increased significantly (log2 fold change ≥ 1.5, padj ≤ 0.001) between S1–4 and S5–6 (Fig. 7A). 

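In edgeR, 0 of 234 microRNAs rose from S1–4 to S5–6 at these thresholds. At an unadjusted p under 0.05, 52 were higher and 22 lower at S5–6, and DESeq2 called 3 rises and 5 falls. Among known microRNAs, miR-10-5p had 4897 ± 718 normalized counts at S1–4 and 7644 ± 1460 at S5–6 (SD, n = 4), a log2 fold change of 0.75 (standard error 0.21, adjusted p = 0.0187 from edgeR). miR-92-3p of locus 34110 had 4170 ± 523 and 7508 ± 1900 (SD, n = 4), a log2 fold change of 0.89 (standard error 0.28, adjusted p = 0.0304 from edgeR), with no overlap between the 4 libraries of each time-point. Such a separation of all libraries was found for 12 microRNAs that were higher and 13 that were lower at S5–6, where chance gives 2.86% of 234. Without S1–4 replicate 3 or S5–6 replicates 1 or 4, edgeR called 1 rise. The quantification does not pair newly annotated sequences with family names, so the value of a named newly annotated microRNA is not given here.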

The overwhelming majority of microRNAs either decreased, likely signifying degradation without replacement, or did not significantly change. In contrast, a total of 27 different microRNAs were significantly upregulated between S5–6 and S7–11, representing 11.5% of all microRNAs expressed during development (Fig. 7B). 

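From S1–4 to S5–6, 3 microRNAs fell. miR-1-3p, a muscle microRNA of other animals, had 381.6 ± 611 normalized counts at S1–4 and 20.8 ± 4.52 at S5–6 (SD, n = 4), a log2 fold change of -4.03 (standard error 0.77, adjusted p = 0.000995 from edgeR). Most of its counts at S1–4 were in replicate 2, and without this library the fold change was -2.01 (adjusted p = 0.00204 from edgeR). miR-306-3p of locus 15607 fell from 332.6 ± 68.4 to 34.9 ± 26.7 (SD, n = 4), by 3.19 on the log2 scale (standard error 0.57, adjusted p = 0.00063 from edgeR), and it may share reads with other copies. A newly annotated microRNA on contig LQNS02278075.1 fell from 2659 ± 652 to 701.2 ± 286 (SD, n = 4), by 1.86 on the log2 scale (standard error 0.32, adjusted p = 0.00062 from edgeR). The other 231 microRNAs did not pass both thresholds. Among them, miR-9-5p of locus 36129 passed that of adjusted p but not that of size. Each of the 3 calls lay close to the threshold and ended when single libraries were left out, with adjusted p values of 0.00101 to 0.00454 from edgeR. The call of miR-1-3p ended without S1–4 replicate 2 or any library of S5–6, that of miR-306-3p without S1–4 replicates 1 or 4 or S5–6 replicates 2 or 3, and that of the newly annotated microRNA without S1–4 replicate 4 or S5–6 replicates 1, 2 or 3. Of the 3 falls, 0 were kept without S5–6 replicate 2 or 3, 1 without S1–4 replicate 4 or S5–6 replicate 1 and 2 without S1–4 replicates 1 or 2 or S5–6 replicate 4, and other microRNAs were called without S5–6 replicates 1 or 4, where the falls numbered 2 and 4. With the replicate number as a block, or with only the 2 groups compared in a model, 0 fell.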

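From S5–6 to S7–11, 15 microRNAs rose and 21 fell of 234 tested (6.41% and 8.97%), and DESeq2 called 24 and 27, among them all 36 of edgeR. The largest rise was that of Dpu-Mir-1175-5p of locus 30947, with a log2 fold change of 5.33 (standard error 0.74, adjusted p = 2.25e-06 from edgeR). It may share reads with the copy of locus 30943. miR-9-3p of locus 36129 rose from 2.46 ± 2.04 to 59.9 ± 7.36 normalized counts (SD, n = 4; log2 fold change 4.70, standard error 0.60, adjusted p = 7.3e-07 from edgeR), and miR-193-5p from 2.37 ± 0.54 to 29.1 ± 2.58 (SD, n = 4; log2 fold change 3.68). Dpu-Mir-96-P3-3p rose by 2.86 on the log2 scale. A newly annotated microRNA on contig LQNS02278089.1, the contig of miR-92, rose by 3.21 on the log2 scale, from 20.4 ± 16.3 to 188 ± 25.6 (SD, n = 4). The largest fall was that of the newly annotated LQNS02278148.1_40791_3p, from 3552 ± 1380 to 178.2 ± 42.1 (SD, n = 4; log2 fold change -4.17, standard error 0.46, adjusted p = 1.04e-07 from edgeR). LQNS02277097.1_24327_3p, also newly annotated, fell by 3.46 on the log2 scale (standard error 0.39, adjusted p = 1.38e-07 from edgeR). Among the largest 8 falls those of known microRNAs were Dpu-Mir-96-P2-5p, which fell by 3.83 on the log2 scale, and Dpu-Mir-10-P3-5p, which fell by 3.15. In 15 of 15 rises and 21 of 21 falls the 4 libraries of each time-point did not overlap, as was the case for 52 microRNAs that were higher and 52 that were lower at S7–11 of all 234, where chance gives 2.86%. Newly annotated microRNAs made up 4 of the rises and 11 of the falls (4 and 10 when adjusted over the list alone), and previously annotated ones 11 and 10, also when adjusted over the list alone. The camera test called neither list and put the previously annotated microRNAs higher at S7–11, with a median log2 fold change of -0.33 and a mean of -0.09, and the newly annotated ones lower, with a median above 0 and a mean of -0.23 (adjusted p = 0.478 from limma's camera test for both). The division into rises and falls depends on the scaling: total counts alone gave 68 rises and 1 fall (98.6% rises against 41.7%). With only the 2 groups compared in a model, 8 rose and 17 fell. Of the falls named, LQNS02278148.1_40791_3p was still called there, with -2.52. Some calls rest on single libraries. That of miR-279-5p, which had a log2 fold change of 3.75, ended without S5–6 replicates 2, 3 or 4 or S7–11 replicates 2 or 3, with adjusted p values of 0.00116 to 0.0028 from edgeR, that of Dpu-Mir-96-P2-5p without S7–11 replicate 3 (0.00125) and that of Dpu-Mir-10-P3-5p without S5–6 replicate 2 or S7–11 replicates 2, 3 or 4 (0.00109 to 0.0031).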

An equivalent analysis of the mRNAs showed that 2,248 mRNAs (6.2% of all expressed mRNAs in development) were significantly upregulated (log2 fold change ≥ 1.5, padj ≤ 0.001) between S1–4 and S5–6 (Fig. 7C). 

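From S1–4 to S5–6, 1421 of 44565 transcripts rose (3.19%), from 1337 Trinity genes, and 1619 fell. TRINITY_GG_34369_c0_g1_i2.mrna1 rose, with a log2 fold change of 3.14 (standard error 0.03, adjusted p = 3.84e-10 from edgeR), and TRINITY_GG_134943_c0_g1_i1.mrna1 fell by 5.23 on the log2 scale (standard error 0.65, adjusted p = 0.000325 from edgeR). Transcripts of the same Trinity gene could move in opposite directions. TRINITY_GG_3460_c0_g1_i3.mrna1 went from 0 to 71.25 ± 0.442 normalized counts, and TRINITY_GG_3460_c0_g1_i1.mrna1 from 35.58 ± 0.583 to 0 (SD, n = 2). A change of a transcript is therefore not always one of its gene. DESeq2 called 3514 rises and 2319 falls, among them 1412 of the 1421 rises of edgeR. The levels of both libraries of one time-point were above both of the other for 14766 transcripts in S5–6 and 12075 in S1–4, where chance gives 33.3% in both directions together. The division depends on the scaling, with 46.7% rises among calls with TMM, 60.9% with DESeq2's size factors in edgeR (1933 rises and 1243 falls) 20.5% with total counts alone (703 and 2726) and 64.8% with only the 2 groups compared in a model (564 and 307, with 472 of the 1421 rises and 252 of the 1619 falls kept), and total counts moved the median log2 fold change from 0 to -0.26.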

Between S5–6 and S7–11, a total of 6,150 mRNAs (17.0%) were upregulated (log2 fold change ≥ 1.5, padj ≤ 0.001) (Fig. 7D). 

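From S5–6 to S7–11, 6098 transcripts rose (13.7%), from 5738 Trinity genes, and 4656 fell. TRINITY_GG_4500_c0_g1_i1.mrna1 rose from 18040 ± 270 to 291700 ± 4020 normalized counts (SD, n = 2), a log2 fold change of 4.50 (standard error 0.04, adjusted p = 2.07e-11 from edgeR). TRINITY_GG_147263_c0_g1_i1.mrna1 fell by 3.58 on the log2 scale (standard error 0.03, adjusted p = 1.91e-11 from edgeR). DESeq2 called 7151 rises and 9700 falls, among them 5139 of the 6098 rises. The rises were 56.7% of calls with TMM and 44.8% with DESeq2's size factors in edgeR (4726 rises and 5824 falls), which moved the median log2 fold change from 0 to -0.12. With only the 2 groups compared in a model they were 41.8% (1766 rises and 2457 falls). In the later steps fewer transcripts changed, with 548 rises and 367 falls from S7–11 to S14.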

We therefore propose a model where a subset of protein-coding genes are activated in a first wave of ZGA between S1–4 and S5–6, with expression of microRNAs accompanying a larger number of mRNAs that are activated at a later point during the second (and biggest) wave of ZGA between S5–6 and S7–11 (Fig. 7E). 

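The 1421 mRNAs that rose from S1–4 to S5–6 were followed to S7–11. Of these, 158 (11.1%) rose again from S5–6 to S7–11, where 194.4 would be expected from independent lists, and 818 (57.6%) fell, where 148.5 would be expected. By expression cluster, 1057 of them (74.4%) belonged to the cluster whose center was highest at S5–6 and 132 (9.29%) to that with the center highest at S7–11, while of the 6098 transcripts that rose to S7–11, 2591 (42.5%) belonged to the latter and 2841 (46.6%) to the cluster with the center highest at S21–23. Of all expressed transcripts, these 3 clusters held 26.4%, 15.2% and 19.6%. The clusters were formed on the same means as the calls, so these shares follow largely from how the transcripts were chosen. Of the 1619 that fell from S1–4 to S5–6, 992 rose from S5–6 to S7–11, where 221.5 would be expected. Both comparisons share the 2 libraries of S5–6, which makes opposite changes more frequent by chance. The correlation of the 2 log2 fold changes was -0.30 across transcripts, and -0.52 on average (from -0.53 to -0.51) in 10 simulations of unchanged groups. Their covariance was -4.04, against -1.69 in the simulations, a difference of -2.35. With S5–6 replicate 1 for the first comparison and replicate 2 for the second, a setting chosen after seeing the data, 627 of 1167 first rises (53.7%) then fell, where 89.4 would be expected, and 158 (13.5%) rose again, where 147.3 would be expected. With the 2 libraries exchanged, 651 of 1240 (52.5%) fell, where 93.7 would be expected, and 164 (13.2%) rose, where 158.3 would be expected. The correlation was -0.11 in both, with covariances of -1.69 and -1.58. Each of these comparisons held 1 library of S5–6, so its calls take their spread from the other time-points only. With this limit, the excess of falls stayed when no library was shared, while the correlation became smaller. Of the transcripts that first fell, 967 then rose in either division, where 192.9 and 195.1 would be expected. The division removes only noise of single libraries. A shift common to both S5–6 libraries would stay in it, so it cannot tell such a shift from a change in the embryos. From the number of mRNAs and microRNAs that rose in each step, the paper proposes 2 waves of zygotic activation, a first one of a subset of protein-coding genes and a second, larger one of further mRNAs together with the microRNAs.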

Additional equivalent analysis of putative lncRNAs revealed a pattern of activation intermediate between microRNAs and mRNAs, with 2,485 lncRNAs (0.9% of all expressed lncRNAs) significantly upregulated (log2 fold change ≥ 1.5, padj ≤ 0.001) between S1–4 and S5–6, and 9,917 (3.6%) significantly upregulated between S5–6 and S7–11 (Supplementary Fig. 1). Gene set enrichment analysis suggests that mRNA transcripts upregulated in the first wave are enriched for Gene Ontology terms related to metabolic pathways and transcription activation, whereas mRNAs upregulated during the second wave are enriched for RNA binding activity and translation regulation (Supplementary Fig. 2).

**Figure 7:**
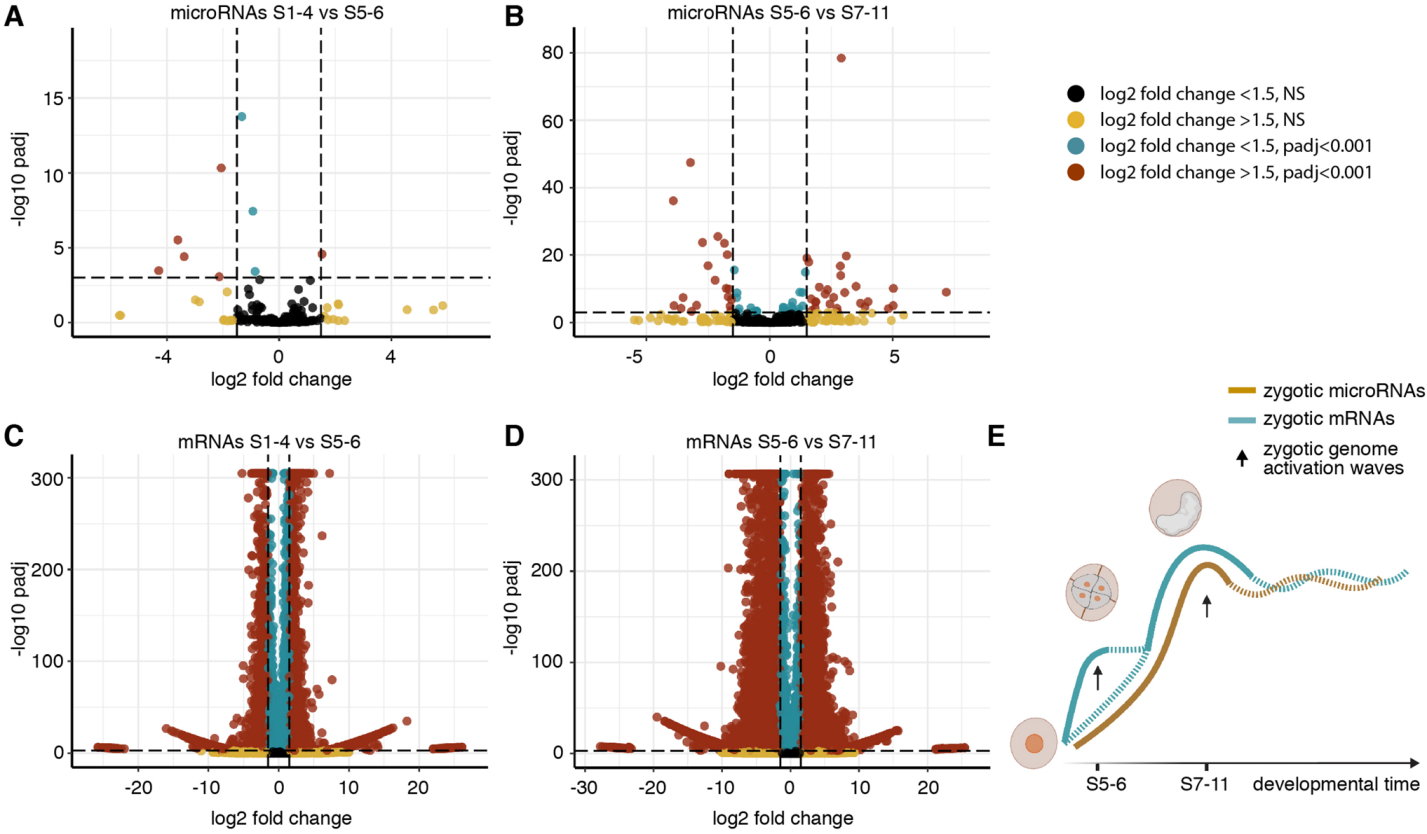
Differential expression analysis during zygotic genome activation. **(A**,**B)** Volcano plots showing log2 fold change in expression (x-axis) versus the p-value (y-axis), for each microRNA expressed between the first two time-points S1–4 to S5–6 (A) and S5–6 to S7–11 (B). (**C**,**D**) Volcano plot showing log2 fold change in expression (x-axis) versus the p-value (y-axis) for each mRNA expressed between the first two time-points S1–4 to S5–6 (**C**) and S5–6 to S7–11 (**D**). Only red dots (log2 fold change ≤ -1.5 or ≥ 1.5 with padj ≤ 0.001 are considered significant. (**E**) Model of zygotic genome activation occurring in two different waves of expression for the mRNAs; onset of microRNA expression occurs only in the second wave.

## Discussion

We have generated paired, size-separated libraries across different stages of *Parhyale* embryogenesis, providing both microRNA and mRNA transcriptomes for this crustacean model organism during embryonic development. We have identified a total of 349 mature microRNAs expressed from 175 microRNA precursors in the genome of *Parhyale*. Of the precursor loci, 87 have been previously described while 88 are unrelated to any previously identified microRNAs in any species. We have used this dataset to provide a first glimpse at the microRNAome of 37 other crustacean species, the majority of which have no microRNA expression data or annotation available. This work enables and accelerates investigation of crustacean microRNAs, which others have argued are excellent markers for phylogenetic inference^32–34^. However, our methodology is *Parhyale*-centric – we can only detect conservation of *Parhyale* microRNAs in other crustaceans, but not microRNAs that are novel in other crustacean clades or lost in *Parhyale*. More sampling of microRNAs in crustaceans is clearly required.

Analyses of microRNA expression in other animals have shown that the early embryo is a highly permissive environment, over-enriched for evolutionarily young, lineage-specific microRNAs, an observation that we can now extend from the Holometabolan insects to the Pancrustaceans^26^. This emerging theme suggests insights into microRNA birth, selection, and death processes. We also find that highly conserved microRNAs dominate the later stages of development, in agreement with previous studies^13,26^.

Precise determination of the timing of MZT and ZGA by transcriptomics is complicated by a number of factors, including the relative abundance of maternal and zygotic transcripts, synthesis and degradation rates, and numbers of cells at different embryonic stages. Further work is required to clarify the exact timing of events surrounding MZT. However, our data clearly suggest that ZGA in *Parhyale* occurs in two waves. In the first wave, transcription is primarily associated with a set of early mRNAs and lncRNAs, while the onset of microRNA transcription is almost exclusively limited to the second wave, along with additional mRNAs and lncRNAs. This observation of two waves of ZGA has been reported in several other species^35^. In *Drosophila*, the first wave of transcription is widespread across the genome, producing short, inefficiently-processed transcripts^36,37^. The function of transcription at these loci could be to activate regions of the genome for later transcription of competent mRNAs. However, many of the short early transcripts have been found to be implicated in the sex-determination pathway, thus suggesting function beyond genome activation^37^. Furthermore, specific sets of genes are also known to be expressed in two waves in mice; for example, paternal genes are expressed preferentially during the minor ZGA. In the chicken, the opposite was observed with the paternal transcriptome only being activated during the second wave^38^. Also in chicken, microRNAs are predominantly transcribed during the second wave of ZGA, as we see in *Parhyale*^38^.

Target prediction showed that maternally-loaded mRNAs are targeted by fewer microRNAs and have fewer microRNA target sites than later expressed mRNAs. We also see that a large proportion of microRNAs show peak expression at the very end of embryogenesis, suggesting that in *Parhyale*, microRNAs might be more active players during the late stages of development. This is in contrast to the mRNAs, almost half of which show peak expression at the earliest two time-points, while a relatively small proportion peak at late embryogenesis. These findings all point to microRNA regulation being more prevalent for zygotic genes than for maternally-loaded transcripts. This may reflect the importance of microRNAs in balancing and buffering active transcription^39^, a role less necessary for maternal transcripts that are not being actively replenished, and which may instead degrade with time via other passive or active mechanisms.

For decades, *Drosophila* has held a virtual monopoly over transcriptomics studies in arthropods, and much of our knowledge today about development is thanks to the fly community. However, other organisms provide models for evolutionary questions that cannot be tackled in *Drosophila* alone. We provide annotation of the *Parhyale* transcriptome (both mRNAs and microRNAs) throughout embryonic development. To our knowledge this is the first publicly-available study in *Parhyale* that provides temporal resolution throughout embryogenesis with tightly spaced time-points, and representation of major developmental transitions such as ZGA, germ band extension, and morphogenesis. This work helps to establish *Parhyale* as a model for questions related to the evolution of crustaceans and insects and facilitates functional studies of microRNAs during crustacean development.

## Materials and methods

### *Parhyale hawaiensis* culture, sample preparation and library construction

Wild-type *Parhyale* were kindly donated by Aziz Aboobaker’s lab at Oxford University. Animals were reared in standard plastic aquarium tanks containing artificial sea water (aquarium salt and deionised water) at a salinity of 30 PPT, and kept at ∼26$$^\circ $$C. Cultures were aerated with aquarium pumps and airstones, water was changed once a week and animals were fed fish flakes and carrots. Embryos were manually collected from the ventral brood pouch of gravid females anaesthetised using clove oil (Sigma) diluted 1:10,000 in sea water. Embryos were washed in filtered seawater and manually staged using a Leica Stereo Fluorescence microscope. Isolated embryos were stored in RNAlater (Sigma) and total RNA was then extracted using the SPLIT RNA Extraction Kit (Lexogen) following the manufacturer’s instructions. Small RNA libraries (4 replicates per time-point) were built using the Small RNA-Seq Library Prep Kit (Lexogen). Long library fragments and linker-linker artefacts were removed using a purification module with magnetic beads (Lexogen). Long mRNA libraries (2 replicates per time-point) were built using the TruSeq Stranded mRNA HT Sample Prep Kit (Illumina). Library concentration was assessed for all libraries using the Qubit fluorimetric system (Invitrogen) and quality was assessed using the Agilent 2200 TapeStation. Sequencing was performed at the University of Manchester Genomic Technologies Facility.

### Small RNA-seq data analysis and microRNA prediction

RNA-seq raw reads were trimmed using Cutadapt v. 1.18^40^ and read length distribution was assessed using FastQC v0.11.8^41^. For microRNA predictions, reads ranging from 18 to 26 nt were retained. These reads were mapped to *Parhyale* tRNAs and rRNAs using Bowtie (v1.1.1; parameters -p4 -v3 –un)^42^. *Parhyale* tRNAs were predicted using tRNAscan-SE (v2.0; option -e)^43,44^ and crustacean rRNAs were downloaded from RNAcentral release 16^45^. Non tRNA/rRNA reads were then mapped to the *P. hawaiensis* genome (Phaw 5.0; GCA_001587735.2) using mapper.pl from the miRDeep2 suite (with options -h -i -j -m), and the mapped reads were used for microRNA annotation using the miRDeep2 tool (v 0.1.1)^46^. To run miRDeep2 we used all the metazoan microRNAs available on miRBase as references (v 22.1)^47^. Predicted microRNAs were manually filtered to keep microRNAs obeying the following criteria^48^: at least 10 reads for both the 5p and 3p mature sequences, minimum loop length of 8 nt, and at least 50% of the reads for each mature microRNA having the same 5' end. Exceptions were only made for highly conserved microRNAs that are confidently annotated in other species, predicted using BLASTN (v2.6.0 + ; -word_size 4 -reward 2 -penalty -3 -evalue 0.01 -perc_identity 70)^49^ hits and verified by manual inspection.

### Identification of *Parhyale* microRNA homologs in crustacean genomes

We downloaded the genomes of 37 crustacean species available in the NCBI Assembly database (Supplementary Table 1) and searched for homologs of all the 175 predicted microRNAs in *Parhyale* using BLASTN (-word_size 4 -evalue 0.01 -reward 2 -penalty -3 -perc_identity 30). A presence/absence matrix of microRNA families and family copy number was plotted in R using the package pheatmap (v1.0.12)^50^ with default clustering settings (Euclidian distance).

### Relative arm usage

Homologs of *Parhyale* precursors in three other species with expression data available – *Tribolium castaneum*, *Apis mellifera* and *Parasteatoda tepidariorum* – were identified by BLASTN (-task blastn-short -evalue 0.01) and manual inspection. Read counts for *T. castaneum* mature microRNAs were obtained from Ninova et al.^13^, counts for *A. mellifera* from Pires et al.^51^, and counts for *P. tepidariorum* were calculated in-house using methods and data from Leite et al.^52^. Relative arm usage was calculated using the method described in Marco et al.^53^: log2(N5'/N3'); where N5' is the number of reads mapped to the -5p arm, and N3' is the number of reads mapped to the -3p arm.

### Transcriptome assembly and annotation

Paired-end RNA-seq reads from each developmental library were mapped to the *Parhyale* genome (Phaw 5.0; GCA_001587735.2) using STAR (v2.7.2b)^54^. The mapped reads were then assembled using Trinity (v2.9.0)^55^. and the resulting transcripts were mapped back to the genome with gmap (version 2020–06-01)^56^, and duplicates removed. Only these transcripts were used for further analysis. Transdecoder (v5.5.0) (https://github.com/TransDecoder/TransDecoder) was used to identify potential coding regions within these transcripts and only the longest ORF per transcript was kept. Using BLAST search (Uniprot release 2020_02, BLASTP version 2.9.0, e-value ≤ 10^–6^), we looked for ORFs with similarity to known proteins in 7 crustacean species with annotated transcriptomes (*Daphnia pulex*, *Daphnia magna, Penaeus vannamei*, *Armadillidium nasatum*, *Armadillidium vulgare, Portunus trituberculatus*, and *Tigriopus californicus*), as well as *Drosophila melanogaster* and *Apis mellifera*.

### Functional annotation

We searched for protein signatures in the Pfam database (version 33.1)^57^ using hmmscan (HMMER version 3.3.2)^58^. Using BLAST (BLASTP version 2.9.0; e-value ≤ 10^–3^), we searched our peptide sequences against annotated Swissprot proteins (Uniprot release 2021_02). The Pfam and Uniprot hits were then loaded into a Trinotate sqlite database (v3.2.2)^59^, which provided KEGG, EGGNOG and GO terms associated with each transcript.

### Quantification and differential gene expression analysis

To quantify small RNAs, reads not mapping to tRNAs/rRNAs were mapped to the predicted mature microRNAs, using Bowtie (v1.1.1; -v 1 -S -a) and mapped reads were quantified using salmon quant from salmon (v0.14.1)^60^ in alignment mode. To quantify mRNAs, reads mapped to the annotated transcriptome were quantified using salmon quant from salmon (v0.14.1) in mapping base mode.

Quantifications were then used for differential expression analysis using the package DESeq2 (v1.28.1)^61^ in R Studio (v1.3.1056)^62^ R v4.0.2^63^. To group each mRNA or microRNA into expression clusters we applied fuzzy c-means clustering using the function cmeans from the R package e1071 (v1.7.4)^64^ to the normalized counts computed using DESeq2. The number of clusters for each dataset was previously determined using the elbow method. Heatmaps were computed using the R package ComplexHeatmap (v2.5.5)^65^. The proportion of previously annotated vs newly annotated microRNAs belonging to each expression cluster was assessed by chi-squared tests, using the ratio within the total population of expressed microRNAs to generate expected values.

### Target prediction

Targets of our annotated microRNAs within the predicted UTRs of our annotated mRNA transcripts were predicted using Seedvicious (v1.3)^66^ and filtered adhering to the following criteria: free energy below − 10 kcal/mol, microRNAs and mRNAs expressed with at least 10 normalised counts, and each microRNA targets the same UTR more than once. Pairwise Mann–Whitney-Wilcoxon tests were performed between all possible pairs of the five different mRNA expression clusters, to compare the number of different microRNAs targeting each mRNA and the number of microRNA targeting sites per mRNA 3'UTR. Enrichment of microRNA-targeted mRNAs in each mRNA cluster was assessed using the phyper formula of the hypergeometric distribution in R as follows: phyper(q-1, m, n, k, lower.tail = FALSE), where q = successes in subset, m = successes in population, n = population total − successes in population, and k = subset. All p-values were adjusted using the Bonferroni method in R.

### Gene Ontology (GO) annotation and GO enrichment analysis

Significantly upregulated mRNAs were subjected to gene set enrichment analysis using the TopGO package v2.42.0 in R^67^. The classic Fisher test was used to generate enrichment p-values, with the algorithm weight01 and a p-value cutoff of p < 0.01.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

All RNA sequencing data and quantifications were deposited in the Gene Expression Omnibus (GEO) database under accession number GSE178877.

# Supplementary material for: The embryonic transcriptome of Parhyale hawaiensis reveals different dynamics of microRNAs and mRNAs during the maternal-zygotic transition
**Source:** Sci Rep. 2022 Jan 7;12:174. doi: 10.1038/s41598-021-03642-9
**Supplement:** Supplementary file 1 — Supplementary Information 1.

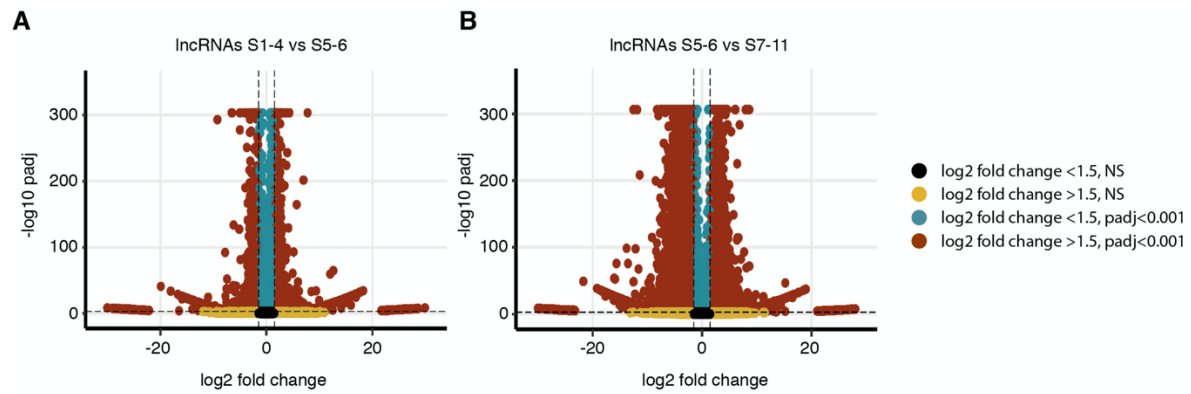

Supplementary figure 1. Differential expression analysis of lncRNAs during zygotic genome activation

(A and B) Volcano plots showing $\log_2$ fold change in expression (x-axis) versus the p-adjusted value (y-axis), for each lncRNA expressed between the first two time-points S1-4 to S6 **(A)** and S6 to S8-11 **(B)**. Only red dots ($\log_2 \text{fold change} \leq -1.5$ or ≥ 1.5 with $\text{padj} < 0.05$) are considered significant.

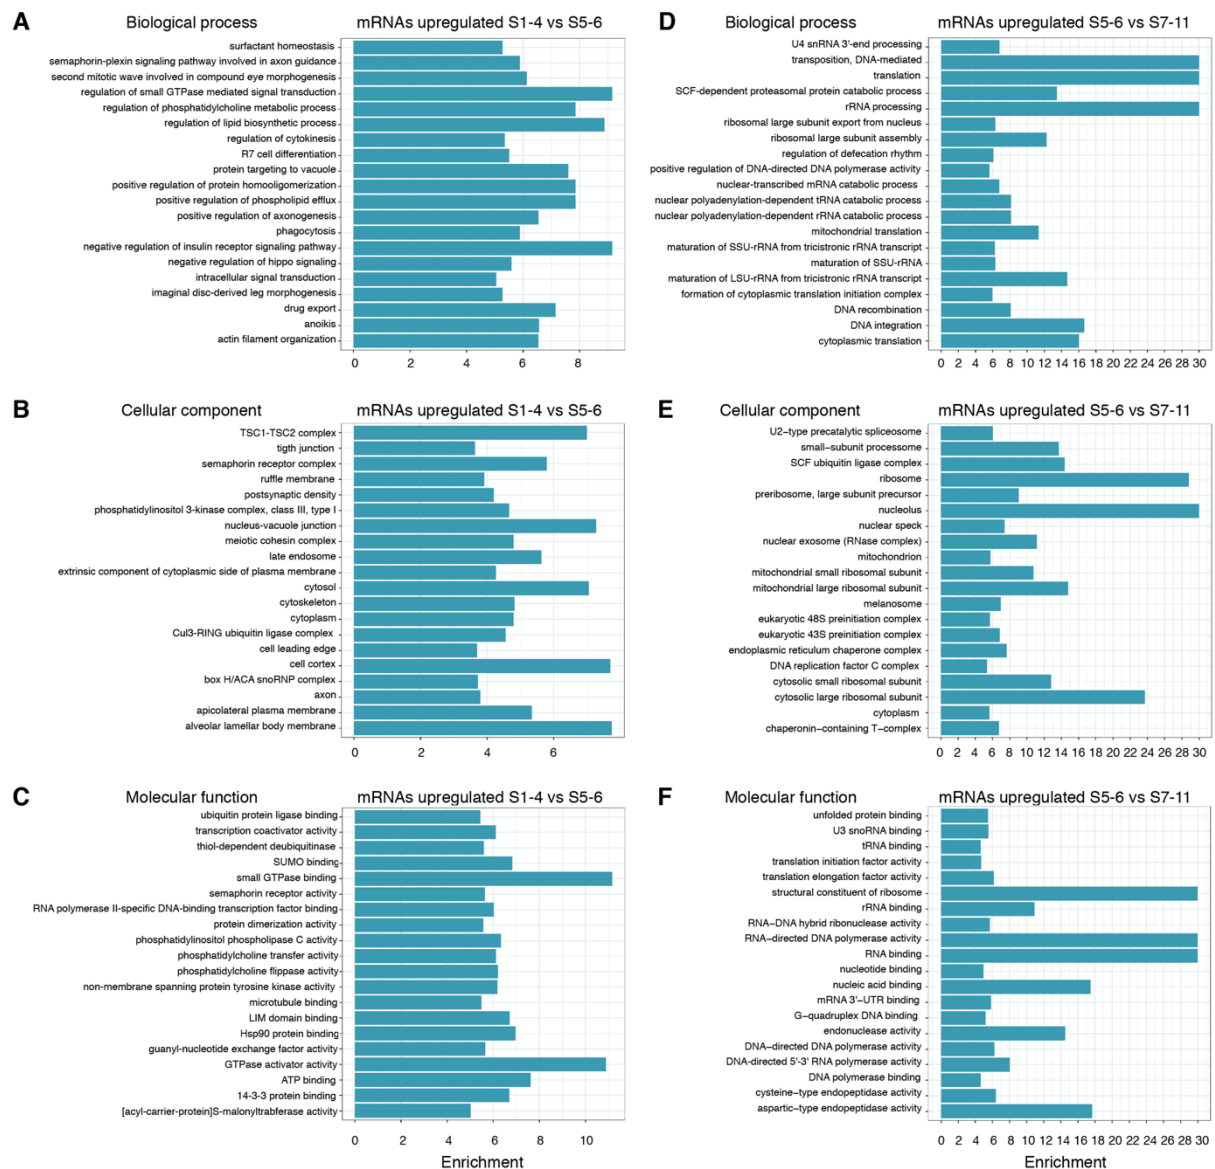

Supplementary figure 2. TopGO enrichment analysis results of upregulated mRNAs during the two waves of zygotic genome activation

Functional enrichment analysis was performed for the upregulated mRNAs between S1-4 and S6 (**A, B, C**) and between S6 and S8-S11 (**D, E, F**). The top 20 enriched GO terms belonging to GO Biological Processes, GO Cellular Components, and GO Molecular Functions are shown for each comparison respectively.

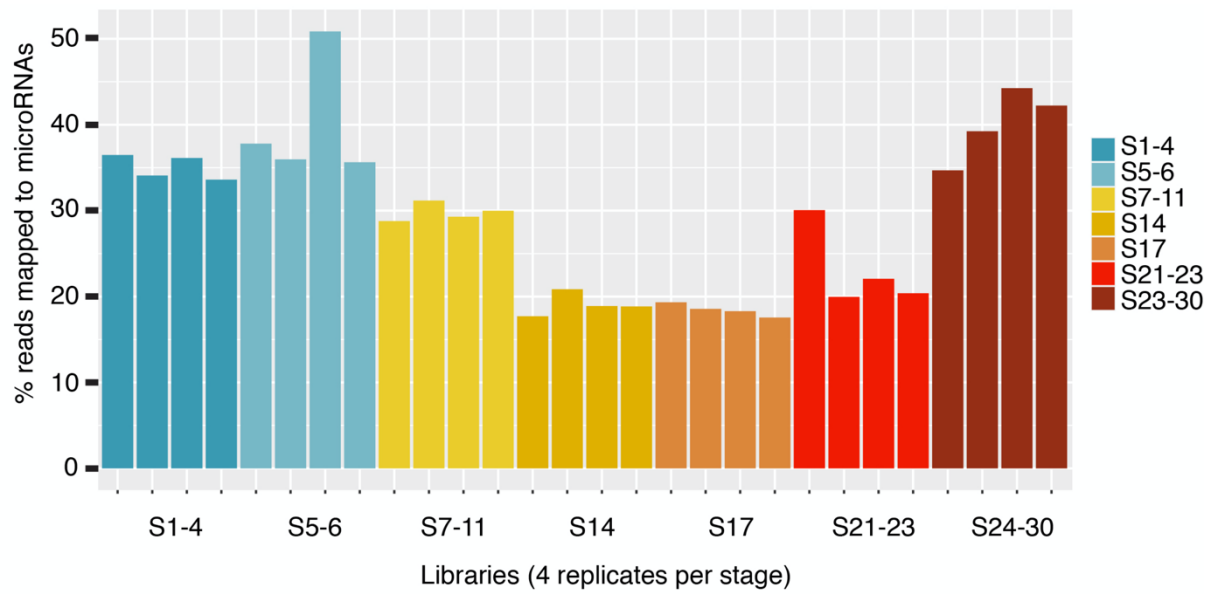

Supplementary figure 3. Percentage of reads mapped to annotated microRNAs for each sample sequenced.

# Supplementary material for: The embryonic transcriptome of Parhyale hawaiensis reveals different dynamics of microRNAs and mRNAs during the maternal-zygotic transition
**Source:** Sci Rep. 2022 Jan 7;12:174. doi: 10.1038/s41598-021-03642-9
**Supplement:** Supplementary file 2 — Supplementary Information 2.

Table 1: Crustacean genomes from NCBI

Specie	NCBI Assembly
<i>Hyalella azteca</i>	GCA_000764305.2 Hazt.2.0
<i>Triops cancriformis</i>	GCA_000981345.1 tcf.1.0
<i>Caridina multidentata</i>	GCA_002091895.1 Cmul_gen_Assembly01
<i>Ligia exotica</i>	GCA_002091915.1 Lexo_gen_Assembly01
<i>Penaeus japonicus</i>	GCA_002291165.1 Mjap_WGS_v1
<i>Procambarus virginalis</i>	GCA_002838885.1 Pvir0.4
<i>Eulimnadia texana</i>	GCA_002872375.1 clam_shrimp_assembly_v0.1
<i>Eriocheir sinensis</i>	GCA_013436485.1 ASM1343648v1
<i>Lepidurus apus</i>	GCA_003723985.1 Lubb2018
<i>Lepidurus arcticus</i>	GCA_003724045.1 ASM372404v1
<i>Penaeus vannamei</i>	GCA_003789085.1 ASM378908v1
<i>Daphnia magna</i>	GCA_003990815.1 ASM399081v1
<i>Palaemon carinicauda</i>	GCA_004011675.1 ASM401167v1
<i>Armadillidium vulgare</i>	GCA_004104545.1 Arma_vul_BF2787
<i>Pandalus platyceros</i>	GCA_005815305.1 GSC_Sprawn.1.0
<i>Trinorchestia longiramus</i>	GCA_006783055.1 ASM678305v1
<i>Tigriopus californicus</i>	GCA_007210705.1 Tcal_SD_v2.1
<i>Penaeus monodon</i>	GCA_015228065.1 NSTDA_Pmon.1
<i>Portunus trituberculatus</i>	GCA_008373055.1 ASM837305v1
<i>Armadillidium nasatum</i>	GCA_009176605.1 CNRS.Arma_nasa.1.0
<i>Cherax quadricarinatus</i>	GCA_009761615.1 DU_Cquad.1.0
<i>Amphibalanus amphitrite</i>	GCA_009805615.1 SNU_Aamp.1
<i>Cherax destructor</i>	GCA_009830355.1 DU_Cdes.1.0
<i>Pollicipes pollicipes</i>	GCA_011947565.2 Ppol.2
<i>Tigriopus kingsejongensis</i>	GCA_012959195.1 ASM1295919v1
<i>Caligus rogercresseyi</i>	GCA_013387185.1 ASM1338718v1
<i>Daphnia dubia</i>	GCA_013387435.1 dubia_v0.01
<i>Platorchestia sp</i>	GCA_014220935.1 ASM1422093v1
<i>Semibalanus balanoides</i>	GCA_014673585.1 Sbal3.1
<i>Orchestia grillus</i>	GCA_014899125.1 Ogril.1
<i>Macrobrachium nipponense</i>	GCA_015104395.1 ASM1510439v1
<i>Daphnia pulex</i>	GCA_900092285.2 PA42 4.1
<i>Oithona nana</i>	GCA_900157175.1 O.NANA.1
<i>Acartia tonsa</i>	GCA_900241095.1 Aton1.0
<i>Apocyclops royi</i>	GCA_900607525.1 AroyWGS1.0
<i>Tisbe holothuriae</i>	GCA_900659605.1 ASM90065960v1
<i>Eurytemora affinis</i>	GCF_000591075.1 Eaff.2.0

Table 2: De novo transcriptome annotation statistics

**Transcriptome statistics**	
Total trinity genes	31087
Total trinity transcripts	49532
Percent GC	46.46
Contig N10	10065
Contig N20	7591
Contig N30	6090
Contig N40	4918
Contig N50	3934
Average length (bp)	2146.44
Median length (bp)	1211.5
Total assembled bases	106317470
**3'UTRs statistics**	
transcripts with 3'UTRs	42505
Average length (bp)	1135.70
Median length (bp)	319
Max length (bp)	22970
Min length (bp)	1
Sequences >10nt	30427

How the deposited data were processed for this re-analysis (not part of the article)

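Small RNAs and poly-A selected mRNAs of whole *Parhyale hawaiensis* embryos were measured at 7 time-points, S1–4, S5–6, S7–11, S14, S17, S21–23 and S24–30. The small RNA data are 28 libraries, 4 per time-point, and the mRNA data 14 libraries, 2 per time-point. The authors extracted total RNA with the SPLIT kit of Lexogen, built small RNA libraries with a Lexogen kit and mRNA libraries with the TruSeq Stranded mRNA kit of Illumina. Each library was assigned to its time-point and replicate from the sample labels and the paper. The labels name the second time-point as stage 6 and the third as stages 8 to 11, and the time-points of the paper were used.

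The deposited values of both kinds of library are expected counts, the number of reads that salmon estimates for each sequence, and they are not normalized. For small RNAs, the authors trimmed adaptors with cutadapt (version 1.18), removed reads that mapped to tRNAs or rRNAs, mapped the rest to the mature microRNAs that they had predicted with miRDeep2 on the Phaw 5.0 genome, using Bowtie (version 1.1.1) with up to 1 mismatch and all matches reported, and ran salmon (version 0.14.1) on these alignments. For mRNAs, the authors mapped reads to the genome with STAR (version 2.7.2b), assembled them with Trinity, mapped the transcripts back with gmap, predicted coding regions with Transdecoder, and quantified the transcripts with salmon in its mapping mode. The submitters' processing notes name the same versions of cutadapt, Bowtie, salmon and STAR. Libraries were not pooled. Since every match of a small RNA read was reported, reads of identical or near-identical mature sequences were divided among their loci by salmon, and values of single copies are uncertain. Removal of tRNA and rRNA reads, the prediction of microRNAs and the assembly are included in the deposited values and could not be varied here.

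The small RNA libraries held 112244 to 1846449 counts (median 474499) and the mRNA libraries 41354642 to 64892281 (median 53153516). The S14 small RNA libraries were the shallowest and the S1–4 ones the deepest. Where a microRNA had 0 counts in a library, up to 3 counts are allowed at 95% confidence, and such a limit covers counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. Replicates were compared before they were averaged. The chi-squared statistic of their counts over its degrees of freedom was 6.01 to 170.5 in the 42 pairs of small RNA libraries and 5.51 to 10.2 in the 7 pairs of mRNA libraries, and no pair was identical.

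Expected counts were rounded to whole numbers. Levels were normalized with the size factors of DESeq2 (version 1.42.0), 1 set for all small RNA libraries and 1 for all mRNA libraries, and a microRNA or mRNA was taken as expressed with a mean of at least 10 normalized counts in at least 1 time-point. Correlations between time-points are Spearman's rho across all mature microRNAs or transcripts, and principal components were computed on variance-stabilized counts. Changes were tested with the quasi-likelihood test of edgeR (version 4.0.16) after TMM scaling, over expressed features, in 1 model of 7 groups for each kind of library, and p-values were adjusted by the method of Benjamini and Hochberg. The thresholds were those of the paper, a log2 fold change of at least 1.5 in size and an adjusted p of at most 0.001. microRNAs were compared between each pair of adjacent time-points and between S1–4 and S24–30, and mRNAs between adjacent time-points. Expression clusters were formed by fuzzy c-means with e1071 (version 1.7.16) on z-scores of time-point means, with 4 clusters and 50 starts for microRNAs and 5 clusters and 10 starts for mRNAs, as many clusters as in the paper, and a fuzzifier of 2. The share of newly annotated microRNAs in each cluster was compared with that of the other expressed microRNAs by Fisher's exact test, two-sided. Arm usage is the log2 ratio of the mean normalized counts of the 5p and 3p arms, after 0.5 was added to both means. Its change over time was tested with the F-test of limma (version 3.58.1) on single libraries, also after 0.5 was added to both counts. The work was done in R (version 4.3.3), and figures were drawn in Python (version 3.11.15) with matplotlib (version 3.10.9).

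Lists of microRNAs were fixed before the data were examined: newly annotated, previously annotated, muscle, neural, let-7 complex, Hox cluster, miR-2 seed family, miR-279 family, miR-92 family, miR-184 and miR-34 cluster. The miR-279 family had been seen as a group in Fig. 3A and Fig. 4C. The members were matched once the names in the quantification were known: newly annotated stands for precursors without the name of a known family, and Dpu-Mir names were assigned by hand to the neural, let-7 complex, miR-2 seed and miR-279 lists. Each list with at least 3 tested members was tested with limma's camera at a preset correlation of 0.01, at an adjusted p of 0.05 over the lists of a comparison, and again with an estimated correlation and with fry. camera sets a list against all other tested microRNAs. The newly and previously annotated lists together hold all of these, so at the preset correlation they amount to a single test with opposite directions. Further lists of newly annotated families and of mRNAs had been set but could not be used, since the quantification names newly annotated microRNAs by contig and locus and transcripts by Trinity identifier and does not pair either with names.

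The microRNAs named in the text were chosen by a rule fixed before the data were examined, when the values in the figures of the paper had been seen. It takes the microRNAs that the paper names, the 8 largest rises and falls past the thresholds without overlap of libraries in S1–4 to S5–6, S5–6 to S7–11 and S1–4 to S24–30, the 3 largest of each in the other steps, the 3 most abundant tested members of each list, the 4 most abundant members of each cluster, the 5 most abundant microRNAs of each time-point, and up to 10 supported arm switches. For mRNAs it takes the 2 most abundant that rose and the 2 that fell by at least 3 on the log2 scale in a comparison. Features named outside the rule are said to be chosen after their values were seen.

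The tests were first run on simulated data with known changes. For edgeR and DESeq2, counts were drawn from the means and library sizes of the real libraries. For the clusters, arm ratios and lists, simple invented values were used, without low counts, shared copies or correlated arms. Their scores therefore say little about the real data. fuzzy c-means placed 200 of 200 simulated features in their cluster, limma recovered 20 of 20 simulated arm switches with 0 false ones among 80 other pairs, and camera called the 1 shifted list and 0 unshifted ones. The alternatives tried were DESeq2 in place of edgeR, DESeq2's size factors or total counts in place of TMM, no filter on low counts, models of only the 2 groups compared, the replicate number as a block, other thresholds, other fuzzifiers, numbers of clusters and algorithms, other sets of features and measures of correlation, counts summed per Trinity gene or over copies, and leaving out each library in turn. Neither the paper nor the labels say that a replicate number marks a shared brood or day, so samples were not paired.

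The genes of Fig. 5E, the newly annotated families that the paper names, lncRNAs, the counts of other species and genome positions were not analysed here. Positions and annotations on the genome are not given in the sources used here.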

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

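Of the tests in this part, those of swapped labels, of the greater depth of S21–23 replicate 1 and of embryos of an intermediate stage were chosen only after the result was seen, as was leaving out S21–23 and S24–30 replicate 1 together.

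In each group of 4 small RNA libraries of a time-point, a library was picked out when its gap to the nearest other library, over the range of the group, passed Dixon's 95% critical value. This was the case in 25 of 270 groups (9.26%), of which 22 were among the 228 groups of counts of named microRNAs, where chance gives about 1 in 20 groups. Of the 25, 11 concerned replicate 1 of S21–23 or S24–30, and at these time-points it was the case in 12 of 74 groups. The groups are not independent, since they come from the same libraries.

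At S21–23, replicate 1 had a second principal component of 7.379, against -7.138 to -5.215 in the other 3 libraries. Its normalized counts were 2050 for miR-316-5p, against 474.1 to 540.1 in the others, 84.19 for let-7c-5p, against 7.286 to 11.54, 374.3 for miR-87-3p of locus 32998, against 69.22 to 78.81, 550.1 for miR-87-3p of locus 33002, against 80.67 to 122.7, and 17.89 for miR-9-3p of locus 36129, against 49.33 to 53.08. At S24–30, replicate 1 had 7.418% of its counts in the miR-92 family, against 2.655% to 3.139%. Its normalized counts were 5759 for miR-92-3p of locus 34108, against 2307 to 2516, 7800 for that of a second locus, against 3737 to 3952, 1588 for that of locus 34110, against 627.7 to 670.3, and 1439 for a newly annotated microRNA on contig LQNS02278125.1, against 638.2 to 647.2.

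S21–23 replicate 1 and S24–30 replicate 1 lay 0.614 and 0.248 of the way from the other libraries of their own time-point to those of the other, and the other 6 libraries at most 0.0427 of the way. Depth was excluded as the whole cause, since the other S24–30 libraries stayed at 0.0334 of the way or less when thinned to the count of replicate 1, and S21–23 replicate 1, the deepest of its time-point, stayed at 0.604 or more when thinned to the shallowest. A swap of the 2 labels was excluded because S24–30 replicate 1 was nearer to its own time-point by 14.51 (distance 11.61 ± 0.695 against 26.12 ± 1.13, SD over 3 libraries), although S21–23 replicate 1 was nearer to S24–30 (22.0 ± 1.34 to its own time-point and 15.31 ± 0.549 to the other). RNA or embryos of the other time-point in both libraries remain a candidate explanation: in S21–23 replicate 1 the median fraction was 0.476 from 25 microRNAs that rise and 0.504 from 25 that fall, a difference of -0.0282 (95% bootstrap interval -0.113 to 0.0586), and in S24–30 replicate 1 it was 0.306 and 0.301 (difference 0.00537, interval -0.107 to 0.072). Embryos of an intermediate stage, a biological difference, cannot be told apart from this, since mRNA replicate 1 lay farther toward the other time-point than replicate 2 by only 0.0352 at S21–23 and 0.00536 at S24–30, and although the paper states that both kinds of library of a time-point came from the same samples, it does not say whether their replicate numbers correspond.

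At S1–4, replicate 4 had 152 microRNAs with at least 10 normalized counts, against 169 to 171. Replicate 2 had 1296 normalized counts of miR-1-3p, against 34.94 to 119.5, 6.365 of miR-133-3p of locus 24587 and 12.73 of miR-981-3p of locus 33127, both against 0 in the other 3 libraries. Replicate 1 had 2718 of a newly annotated microRNA on contig LQNS02278186.1, against 1637 to 1744, and 20.45 of miR-133-3p of locus 24589, against 0 to 0.6639. Replicate 3 had 0.6639 of miR-281-3p of locus 2065, against 0.
At S5–6, replicate 1 had 16550 normalized counts of Dpu-Mir-10-P2-5p, against 8437 to 9198, and replicate 4 had 39.88 of Dpu-Mir-1175-5p of locus 30947 and 4.985 of miR-133-3p of locus 24587, both against 0. Replicate 3 had 2.959 of a newly annotated microRNA on contig LQNS02278125.1, against 0, and 41.43 of another on contig LQNS02277603.1, against 19.94 to 23.55, and the latter also lay apart in S7–11 replicate 3, with 2.497 against 0.7996 to 1.073. At S24–30, replicate 2 had 6371 of miR-9-5p of locus 36129, against 5995 to 5999. Counts near 0 in this paragraph rest on few reads.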

How the results depend on the processing

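The alternatives of copies summed, of leaving out S21–23 and S24–30 replicate 1 together, of 1 vote per contig or per group of copies, of the time-point of highest mean for the newly annotated share, of leaving out a contig and of 1 S5–6 library for each of 2 mRNA comparisons were chosen after seeing the data, and all others before the data were examined.
Of 432 values of counts, correlations and shares under alternatives that keep all libraries, leave out that pair or divide the mRNA libraries of S5–6, 310 kept within the spread between replicates, within 1.5 times the count or on the same side of the threshold, 120 moved and 2 went past a threshold. With 1 library left out at a time these numbers were 768, 100 and 6 of 874.
Of 993 values of named microRNAs and mRNAs, 868 kept their direction and side of the thresholds, 18 went past them, 50 no longer passed and 57 changed sign, and with 1 library left out 1082, 2, 92 and 48 of 1224. Of the changes of sign, 1 concerned a change that passed the thresholds with TMM, that of miR-92-3p of locus 34110 from S1–4 to S24–30, which was 0.11 with total counts alone (adjusted p = 0.72 from edgeR).
Of 154 values of microRNA lists, 111 kept their call or lack of one. With an estimated correlation 14 list calls were lost, and fry, which does not compare a list with other microRNAs, called 28 more lists and 1 fewer.
The excess of newly annotated microRNAs in the early cluster and their deficit in the late cluster passed the test in every alternative run. One vote per family was not run, since newly annotated sequences carry no family name in the quantification, and the genes of Fig. 5E were not analysed here.
Where no construction of an alternative is named below, the cause of the difference was not tested.
Depth limits the S14 libraries most, of which the lowest had 112244 counts on microRNAs, so that a change of a microRNA near 10 normalized counts rests on few reads there. The mRNA tests rest on 2 libraries per time-point.

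DESeq2 gave 3 rises and 5 falls from S1–4 to S5–6, 24 rises from S5–6 to S7–11, 12 rises from S7–11 to S14, 5 falls from S14 to S17 and 15 rises and 24 falls from S21–23 to S24–30 for microRNAs and 3514 rises from S1–4 to S5–6 and 9700 falls from S5–6 to S7–11 for mRNAs, and 64.4% of the first wave of mRNAs fell to S7–11. The log2 fold changes that changed sign in DESeq2 were -0.051 for miR-71-5p, -0.39 for miR-133-3p of locus 24587 and -0.070 for miR-10-3p from S1–4 to S5–6 and -0.11 for miR-6-3p from S5–6 to S7–11.
DESeq2's size factors in edgeR gave 7 rises from S17 to S21–23, and changes of sign of -0.052 for miR-71-5p, -0.058 for miR-133-3p of locus 24587 and -0.065 for miR-10-3p from S1–4 to S5–6 and -0.11 for miR-6-3p from S5–6 to S7–11.
With total counts alone there were 68 rises and 1 fall from S5–6 to S7–11, 11 rises and 5 falls from S7–11 to S14, 5 falls from S17 to S21–23 and 137 rises and 33 falls from S1–4 to S24–30 for microRNAs and 703 rises and 2726 falls from S1–4 to S5–6 for mRNAs. The values that changed sign there were -0.33 for miR-71-5p, -0.24 for miR-71-3p, -0.34 for miR-133-3p of locus 24587, -0.28 for Dpu-Mir-10-P2-3p, -0.35 for miR-10-3p, -0.065 for miR-993-3p, -0.052 for miR-6-3p and -0.074 for miR-317-3p from S1–4 to S5–6, 1.03 for miR-71-3p, 1.13 for Dpu-Mir-8-5p, 1.07 for Dpu-Mir-8-3p, 0.12 for let-7c-5p, 1.45 for Dpu-Mir-10-P2-3p, 0.51 for miR-993-3p, 0.62 for miR-2b-3p of locus 30818, 1.23 for miR-184-3p of locus 1952, 1.23 for miR-184-3p of locus 1954, 1.22 for miR-184-3p of locus 1795 and 1.16 for miR-317-3p from S5–6 to S7–11 and 1.57 for miR-9-5p of locus 36129, 2.18 for miR-279b-3p of locus 31940, 2.18 for miR-279b-3p of locus 15264, 2.19 for miR-279b-3p of locus 31938, 0.11 for miR-92-3p of locus 34110, 1.50 for miR-184-3p of locus 1952, 1.50 for miR-184-3p of locus 1954, 1.50 for miR-184-3p of locus 1795 and 1.17 for miR-317-3p from S1–4 to S24–30.
Without a filter on low counts there were 6 falls from S21–23 to S24–30, and changes of sign of -0.20 for miR-71-5p, -0.14 for miR-71-3p, -0.19 for miR-133-3p of locus 24587, -0.15 for Dpu-Mir-10-P2-3p, -0.24 for miR-10-3p and -0.065 for miR-993-3p from S1–4 to S5–6. More microRNAs are tested and adjusted for in this alternative.
With only the 2 groups compared in a model, which leaves fewer libraries to estimate the spread, there were 0 falls from S1–4 to S5–6, 8 rises from S5–6 to S7–11, 12 rises from S7–11 to S14, 1 rise from S14 to S17, 5 falls from S17 to S21–23 and 0 rises and 0 falls from S21–23 to S24–30 for microRNAs and 564 rises and 307 falls from S1–4 to S5–6 and 1766 rises and 2457 falls from S5–6 to S7–11 for mRNAs, and changes of sign of -0.20 for miR-71-5p, -0.14 for miR-71-3p, -0.16 for Dpu-Mir-10-P2-3p, -0.23 for miR-10-3p and -0.054 for miR-993-3p from S1–4 to S5–6 and -0.24 for miR-71-3p and -0.16 for let-7c-5p from S1–4 to S24–30.
At the wider thresholds of an adjusted p of at most 0.05 and a log2 fold change of at least 1 there were 11 rises and 10 falls from S1–4 to S5–6, 43 rises and 49 falls from S5–6 to S7–11, 23 rises and 30 falls from S7–11 to S14, 8 rises and 8 falls from S14 to S17, 47 rises and 27 falls from S17 to S21–23, 28 rises and 42 falls from S21–23 to S24–30 and 113 rises from S1–4 to S24–30 for microRNAs and 4414 rises and 4418 falls from S1–4 to S5–6 and 11328 rises and 10249 falls from S5–6 to S7–11 for mRNAs.
With copies summed there were 24 rises from S5–6 to S7–11, 14 falls from S17 to S21–23 and 24 falls from S21–23 to S24–30, and changes of sign of -0.11 for miR-71-5p, -0.063 for miR-71-3p, -0.096 for Dpu-Mir-10-P2-3p and -0.12 for miR-10-3p from S1–4 to S5–6 and -0.13 for miR-71-3p and -0.022 for let-7c-5p from S1–4 to S24–30.
Without S21–23 and S24–30 replicate 1 there were 24 rises and 26 falls from S21–23 to S24–30, the correlation of these time-points was 0.857, and the components held 44.2% and 21.5% of the variance.

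Across expressed microRNAs alone, Spearman's rho was 0.862 for S5–6 and S7–11, 0.862 for S7–11 and S17, 0.4897 for S1–4 and S24–30, 0.5097 for S5–6 and S24–30, 0.472 for S7–11 and S24–30, 0.6301 for S14 and S24–30 and 0.684 for S17 and S24–30, the components held 48.7% and 21.5% of the variance, and the distance of S5–6 from S7–11 was 1.62 times that between replicates.
Pearson's r of log2 normalized counts was 0.962 for S1–4 and S5–6, 0.924 for S5–6 and S7–11 and 0.923 for S7–11 and S17 across microRNAs and 0.889 for S1–4 and S5–6, 0.693 for S5–6 and S7–11, 0.916 for S7–11 and S14, 0.931 for S14 and S17, 0.918 for S17 and S21–23, 0.682 for S1–4 and S7–11, 0.499 for S5–6 and S24–30, 0.735 for S7–11 and S24–30, 0.784 for S14 and S24–30 and 0.806 for S17 and S24–30 across transcripts.
Across expressed transcripts alone, rho was 0.858 for S1–4 and S5–6, 0.594 for S5–6 and S7–11, 0.885 for S7–11 and S14, 0.905 for S14 and S17, 0.789 for S21–23 and S24–30, 0.583 for S1–4 and S7–11, 0.359 for S1–4 and S24–30, 0.343 for S5–6 and S24–30, 0.653 for S7–11 and S24–30, 0.722 for S14 and S24–30 and 0.752 for S17 and S24–30, and with counts summed per Trinity gene 0.951 for S1–4 and S5–6, 0.779 for S5–6 and S7–11, 0.953 for S7–11 and S14, 0.976 for S14 and S17, 0.964 for S17 and S21–23, 0.8603 for S21–23 and S24–30, 0.765 for S1–4 and S7–11, 0.592 for S1–4 and S24–30, 0.581 for S5–6 and S24–30, 0.749 for S7–11 and S24–30, 0.795 for S14 and S24–30 and 0.815 for S17 and S24–30.
With the 500 most variable transcripts the components held 73.1% and 10.5% of the variance, and the distances over that between replicates were 2.05 for S1–4 and S5–6 and 3.87 for S5–6 and S7–11.
The log2 odds ratio of newly annotated microRNAs in the cluster highest at S7–11, 1.02 and not past the test, passed Fisher's exact test with a fuzzifier of 1.5 (1.17) and for the microRNAs whose highest mean was at S7–11 (1.45).
With 3 microRNA clusters, 0 microRNAs were in a cluster highest at S7–11. With 4 mRNA clusters, 0 transcripts were in such a cluster and 13610 in a mid one. With 6, 5271 were in a mid cluster and 13852 in one highest at S24–30, and by the time-point of highest mean 3344 were highest at S7–11.
Of the first wave of mRNAs, 13.5% rose and 53.7% fell to S7–11 with S5–6 replicate 1 for the first comparison and 2 for the second, and 13.2% and 52.5% with the 2 exchanged, against 11.1% and 57.6% with both libraries in both. There were 2 supported arm switches at a mean of at least 50 counts of both arms, which fewer precursors reach, and 17 with no minimum size of the ratio.

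With 1 library left out at a time, microRNA calls ranged as follows: rises from S1–4 to S5–6 0 to 1 (highest without S1–4 replicate 3, S5–6 replicate 1 or S5–6 replicate 4), falls from S1–4 to S5–6 0 to 4 (lowest without S5–6 replicate 2 or S5–6 replicate 3, highest without S5–6 replicate 4), falls from S7–11 to S14 3 to 11 (lowest without S14 replicate 4, highest without S7–11 replicate 4), rises from S17 to S21–23 7 to 14 (lowest without S17 replicate 2, highest without S21–23 replicate 2), rises from S21–23 to S24–30 1 to 23 (lowest without S24–30 replicate 2, highest without S21–23 replicate 1), falls from S21–23 to S24–30 8 to 24 (lowest without S24–30 replicate 4, highest without S21–23 replicate 1) and falls from S17 to S21–23 5 to 8 (lowest without S21–23 replicate 2 or S21–23 replicate 4). The libraries that move each count are named beside it in the passages on these steps.
Across microRNAs rho was 0.905 to 0.936 for S1–4 and S5–6, 0.876 to 0.8997 for S5–6 and S7–11 and 0.874 to 0.942 for S21–23 and S24–30.
Across transcripts, where the time-point concerned is left with 1 library, it was 0.855 to 0.863 for S1–4 and S5–6, 0.649 to 0.659 for S1–4 and S7–11, 0.495 to 0.509 for S1–4 and S24–30, 0.657 to 0.666 for S5–6 and S7–11, 0.484 to 0.495 for S5–6 and S24–30, 0.877 to 0.882 for S7–11 and S14, 0.707 to 0.723 for S7–11 and S24–30, 0.891 to 0.896 for S14 and S17, 0.7601 to 0.772 for S14 and S24–30, 0.8698 to 0.888 for S17 and S21–23, 0.775 to 0.789 for S17 and S24–30 and 0.802 to 0.812 for S21–23 and S24–30.
The microRNA components held 44.95% to 48.3% and 19.7% to 21.1% of the variance, and the distances over that between replicates were 1.02 to 1.14 for S1–4 and S5–6 and 1.32 to 1.69 for S5–6 and S7–11.
The log2 odds ratio of newly annotated microRNAs in the cluster highest at S7–11 was 0.63 (without S1–4 replicate 2) to 1.48 (without S1–4 replicate 1).
The log2 fold changes that changed sign, none of them past the thresholds with all libraries, were -0.19 to -0.028 for miR-71-5p, -0.13 to 0.15 for miR-71-3p, -3.54 to 3.36 for miR-133-3p of locus 24587, -0.41 to 0.26 for miR-9-5p of locus 31742, -0.42 to 0.25 for miR-9-5p of locus 31740, -0.33 to 0.079 for Dpu-Mir-10-P2-3p, -0.27 to 0.15 for miR-10-3p, -0.83 to 0.65 for miR-993-3p, -0.68 to 0.031 for miR-277-3p and -0.052 to 0.41 for miR-317-3p from S1–4 to S5–6, -0.34 to 0.068 for Dpu-Mir-10-P2-3p and -0.060 to 0.094 for miR-6-3p from S5–6 to S7–11 and -0.25 to 0.040 for miR-279b-3p of locus 31940, -0.25 to 0.039 for miR-279b-3p of locus 15264 and -0.24 to 0.054 for miR-279b-3p of locus 31938 from S1–4 to S24–30.

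Replicate numbers repeat between time-points, but neither the paper nor the labels say that a number marks a shared brood, batch or day, so the numbers were not taken to pair the samples. The correlation of deviations of same-numbered small RNA libraries lay between 0.0494 and 0.197 from S5–6 to S7–11, where all 4 libraries correlated best with their own number, and between -0.599 and -0.159 from S21–23 to S24–30, where 0 of 4 did. That of the differences between mRNA replicates was -0.0142 to 0.137.
With the replicate number as a block, microRNAs that rose and fell numbered 0 and 0 from S1–4 to S5–6, 15 and 19 from S5–6 to S7–11, 6 and 9 from S7–11 to S14, 2 and 0 from S14 to S17, 11 and 8 from S17 to S21–23, 10 and 13 from S21–23 to S24–30 and 72 and 58 from S1–4 to S24–30, the supported arm switches 7, and mRNAs 1300 and 1477 from S1–4 to S5–6 and 5533 and 3753 from S5–6 to S7–11. With the block, changes of sign were -0.066 for miR-133-3p of locus 24587 and 0.0066 for miR-9-5p of locus 31742 from S1–4 to S5–6.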

Differences from the paper's values

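No test in this part was chosen only after the result was seen, apart from the sums over copies named as such. The paper's thresholds for a change, a log2 fold change of at least 1.5 and an adjusted p of at most 0.001, were used for each count set beside its own.

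The p of the chi-squared test of the newly annotated share was 0.0002583 for the early cluster, where the paper's value is 1.10e-04 (chi-squared 13.35, the paper's 14.95), and 2.094e-06 for the late cluster, where the paper's value is 1.05e-05 (chi-squared 22.51, the paper's 19.40). The clusters held 41 newly annotated and 19 other microRNAs in the early one and 18 and 72 in the late one, where the paper's numbers are 42 and 19, and 20 and 72. None of the alternatives was computed for this p.

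From S1–4 to S5–6, 0 microRNAs rose in edgeR, and the paper's number is 1. Of the 15 alternatives set before the data were examined, 3 gave 1 rise, those without S1–4 replicate 3, without S5–6 replicate 1 and without S5–6 replicate 4, and the other 12 did not. Among these 12, DESeq2, the tool of the paper, gave 3 rises, the wider thresholds 11, and all others 0.

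From S5–6 to S7–11, 15 microRNAs rose (6.41% of the expressed ones), and the paper's number is 27 (11.5%). DESeq2 (24 rises, 10.26%) and leaving out S5–6 replicate 4 (18 rises, 7.69%) came within 1.5 times the paper's number, and 13 of 15 alternatives did not: DESeq2's size factors in edgeR (15), total counts alone (68), no filter on low counts (14), the replicate block (15), only the 2 groups compared (8), the wider thresholds (43) and leaving out any other library (13 to 16). With copies summed, an alternative chosen after seeing the values, 24 rose. How many of the paper's own called microRNAs each setting drops was not analysed here, since the quantification does not pair newly annotated sequences with their names.

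From S1–4 to S5–6, 1421 mRNAs rose (3.189% of the expressed ones), and the paper's number is 2248 (6.2%). The shares have different bases, 44565 expressed of 53604 transcripts here and 36119 of 49532 in the paper. DESeq2's size factors in edgeR (1933) and counts summed per Trinity gene (1796) came within 1.5 times the paper's number, and so did their shares (4.337% and 6.146%) and that of DESeq2 (7.885%, with 3514 rises). The other alternatives did not: total counts alone (703), no filter on low counts (1404), the replicate block (1300), only the 2 groups compared (564), the wider thresholds (4414) and leaving out a library (1153 to 1240).

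The paper's correlations of microRNA levels between time-points are those of Fig. 4B, read by eye. Across all mature microRNAs, rho was 0.8994 for S5–6 and S7–11 (the paper has about 0.86 in Fig. 4B), 0.9206 for S17 and S21–23 (about 0.89 in Fig. 4B), 0.9343 for S21–23 and S24–30 (about 0.88 in Fig. 4B) and 0.9051 for S7–11 and S17 (about 0.86 in Fig. 4B). For S24–30, rho was 0.6879 with S1–4 (the paper has about 0.49 in Fig. 4B), 0.6936 with S5–6 (about 0.51 in Fig. 4B), 0.6966 with S7–11 (about 0.47 in Fig. 4B), 0.7874 with S14 (about 0.63 in Fig. 4B) and 0.8056 with S17 (about 0.68 in Fig. 4B). Computed across expressed microRNAs alone, all 9 values came within the spread between libraries of the paper's. Pearson's r of log2 normalized counts did not close any of these gaps. Leaving out a library did so for S5–6 and S7–11 (0.8758 without S5–6 replicate 4), for S21–23 and S24–30 (0.8736 without S21–23 replicate 1 and 0.9196 without S24–30 replicate 1) and for S17 and S21–23 (0.9118 to 0.92 without any 1 of 7 libraries, but not without S21–23 replicate 1), and for none of the other values.

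The paper's correlations of mRNA levels are those of Fig. 5B, read by eye, and the set of transcripts differs here too (53604 and 49532). Across all transcripts, rho was 0.8739 for S1–4 and S5–6 (the paper has about 0.85 in Fig. 5B), 0.6723 for S5–6 and S7–11 (about 0.56 in Fig. 5B), 0.892 for S7–11 and S14 (about 0.88 in Fig. 5B), 0.9085 for S14 and S17 (about 0.90 in Fig. 5B), 0.8932 for S17 and S21–23 (about 0.88 in Fig. 5B), 0.8258 for S21–23 and S24–30 (about 0.78 in Fig. 5B) and 0.6623 for S1–4 and S7–11 (about 0.55 in Fig. 5B). For S24–30, rho was 0.5065 with S1–4 (the paper has about 0.32 in Fig. 5B), 0.4937 with S5–6 (about 0.30 in Fig. 5B), 0.7233 with S7–11 (about 0.64 in Fig. 5B), 0.776 with S14 (about 0.71 in Fig. 5B) and 0.7954 with S17 (about 0.74 in Fig. 5B). The gap closed across expressed transcripts alone for S17 and S21–23 (0.8886) and S21–23 and S24–30 (0.789), and with 1 library left out for S17 and S21–23 (0.8698 to 0.888) and for S7–11 and S14 (0.877 to 0.882, but not without S14 replicate 1). For the other 9 values no alternative closed it, and Pearson's r and counts summed per Trinity gene closed none of the 12. Across expressed transcripts alone the nearest values were 0.594 for S5–6 and S7–11, 0.583 for S1–4 and S7–11, 0.359 for S1–4 and S24–30, 0.343 for S5–6 and S24–30, 0.653 for S7–11 and S24–30, 0.722 for S14 and S24–30 and 0.752 for S17 and S24–30. Leaving out a library came nearest for S1–4 and S5–6 (0.855 without S5–6 replicate 2) and for S14 and S17 (0.8965 without S14 replicate 2). The spread between libraries is small for transcripts, so small gaps count as differences here.

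The paper states that microRNA levels at S24–30 correlate with those of the early and mid time-points below a bound that 3 of these 5 values met here: rho was 0.6879 with S1–4, 0.6936 with S5–6 and 0.6966 with S7–11, but 0.7874 with S14 and 0.8056 with S17. Across expressed microRNAs alone all 5 lay below it, the highest being 0.684 with S17. The paper describes the early cluster as made of maternally loaded microRNAs without exception, and 57 of its 60 members here had a mean of at least 10 normalized counts at S1–4. The remaining members had means of at most 14.1 at any time-point. They rest on few reads and do not show that a member was not maternal. The paper describes the late cluster as expressed almost only in late embryogenesis, and 55 of its 90 members here had at least 10 at S1–4.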

Other observations

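Of the tests in this part, those of a larger spread between replicates and of reads shared between copies were chosen only after the result was seen, and how the test of totals without miR-92 was read was settled after its value was seen.

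Several families took a larger part of the libraries as the share of miR-92 receded, and they did so at different times. Shares of a library sum to 100%, so part of each difference from S1–4 follows from the share of miR-92. The miR-9 family, known from nervous systems of other animals, had 1.00% ± 0.27 of the counts at S1–4, 0.409% ± 0.0871 at S5–6, 4.80% ± 0.591 at S14, 7.21% ± 0.613 at S17, 15.5% ± 1.73 at S21–23 and 13.6% ± 0.94 at S24–30 (SD, n = 4), so that from S21–23 on it was on a level with miR-10. The miR-184 family had 13.7% ± 0.644 at S7–11, 13.7% ± 0.681 at S14, 8.74% ± 1.67 at S21–23 and 15.1% ± 1.43 at S24–30 (SD, n = 4). miR-263a had its highest share in the middle of the time-course, with 6.02% ± 0.893 at S17 and 1.98% ± 0.635 at S24–30 (SD, n = 4).
bantam, a promoter of growth in *Drosophila* that was chosen after its values were seen, was scarce throughout. Its share was 0.00834% ± 0.00217 at S1–4, 0.242% ± 0.0357 at S17 and 0.134% ± 0.0278 at S24–30 (SD, n = 4). The share of the muscle microRNA miR-1 was 0.473% ± 0.0838 at S24–30, and that of let-7c was 0.103% ± 0.0168 (SD, n = 4), the highest of the 7 time-points for both. At S21–23 both were spread widely by replicate 1, with 0.110% ± 0.088 for miR-1 and 0.0150% ± 0.0213 for let-7c (SD, n = 4).

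Of the calls of lists in limma's camera test, only 3 held with an estimated correlation: the Hox cluster microRNAs, higher at S17 than at S14, and the newly annotated microRNAs, lower at S24–30 than at S21–23 and than at S1–4. The microRNAs of a list are not independent where they are arms or copies of 1 precursor.

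From S1–4 to S5–6 few microRNAs changed, 3 against 36 from S5–6 to S7–11. In 10 draws the S5–6 and S7–11 libraries were thinned to about 82596 counts beside miR-92, the lowest such count of an S1–4 or S5–6 library. The libraries of the other time-points, which share the estimate of the spread, kept their depth. Since 32 to 36 microRNAs were still called from S5–6 to S7–11, the counts left beside miR-92 were excluded as the whole cause of the few calls. Reads shared between copies were excluded in the same sense, since with copies summed 3 microRNAs were called from S1–4 to S5–6 and 24 rises and 19 falls from S5–6 to S7–11. The median dispersion was larger in the first step (0.412 against 0.189), which may hide changes. The median size of the log2 fold change was also smaller there, by 0.693 (0.672 against 1.36, 95% bootstrap interval of the difference 0.43 to 0.946). This interval resamples microRNAs, which are not independent, and not libraries. The estimated changes were thus smaller in these libraries, but a larger spread between replicates cannot be excluded as the cause of the few calls. That levels themselves differed less between the first 2 time-points stays open as a biological hypothesis, since it was found and tested on the same data.

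The direction of changes from S5–6 to S7–11 depended on the scaling, with 41.7% rises among calls with TMM and 98.6% with total counts. The 4 most abundant microRNAs after miR-92, all copies of miR-184-3p, were excluded as the cause, since totals without them still gave 98.6% rises (70 rises and 1 fall). With totals that leave out miR-92 the share was 54.5% (18 rises and 15 falls), which is 12.9 percentage points from TMM and beyond the 10 points set in advance. By that rule miR-92 did not account for the whole difference between scalings. With 1 library left out the share was 48.4% to 66.7% (SD 5.94), and none of these values came down to the 41.7% of TMM with all libraries. The bound of 10 points lies within that spread, so it was settled afterwards to leave open whether a part had another source. The median log2 fold change was -0.045 with these totals, -0.25 with TMM and 1.24 with all counts. Whether the total amount of microRNA in an embryo changed between these time-points was not measured, and so no scaling is given as the true one.

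Other splits of the 8 libraries of 2 time-points, 35 in all, were tested in the same model. The real split gave more changed microRNAs than any other from S5–6 to S7–11 (36, with 0 as the highest of the other splits), S7–11 to S14 (16 and 0), S14 to S17 (2 and 0), S17 to S21–23 (19 and 0), S21–23 to S24–30 (22 and 8) and S1–4 to S24–30 (131 and 1). The other splits mix both time-points in each group, which widens the spread within groups and leaves few calls. Ranking first among 35 splits, not adjusted over the comparisons, therefore excludes only that the calls were unrelated to the time-points. It cannot exclude chance for a single call. Both calls from S14 to S17 were arms of miR-10. Chance could not be excluded from S1–4 to S5–6, with 3 changes and 7 in the highest other split, which set S1–4 replicates 1 and 2 with S5–6 replicates 2 and 3 apart from the rest and so points to a structure of these samples beside the time-points. The highest other split of S21–23 and S24–30 was the one that exchanges their replicates 1. For the number of lists called by camera chance could not be excluded in any of the 4 comparisons with a call: the real number and the highest other were 4 and 5 from S14 to S17, 4 and 5 from S17 to S21–23, 5 and 6 from S21–23 to S24–30 and 4 and 6 from S1–4 to S24–30. In all of these but S14 to S17, the real number counts both the newly and the previously annotated list, which amount to a single test. In the 3 comparisons without a call the real number was 0, which any split reaches, so the splits say nothing about chance there, and the highest other was 3 from S1–4 to S5–6, 2 from S5–6 to S7–11 and 4 from S7–11 to S14. Of 100 regroupings of the 28 libraries, the real one gave 7 supported arm switches and the highest other 0. Regrouped libraries mix all time-points, so their mean ratios lie near the overall one and can hardly pass both limits of a switch. The regroupings therefore exclude only that arm ratios were unrelated to the time-points, and they cannot exclude chance for a single switch.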
